# Spontaneous gain of susceptibility suggests a novel mechanism of resistance to hybrid dysgenesis in *Drosophila virilis*

**DOI:** 10.1371/journal.pgen.1007400

**Published:** 2018-05-29

**Authors:** Sergei Y. Funikov, Dina A. Kulikova, George S. Krasnov, Alexander P. Rezvykh, Lubov N. Chuvakova, Natalia G. Shostak, Elena S. Zelentsova, Justin P. Blumenstiel, Michael B. Evgen’ev

## Abstract

Syndromes of hybrid dysgenesis (HD) have been critical for our understanding of the transgenerational maintenance of genome stability by piRNA. HD in *D*. *virilis* represents a special case of HD since it includes simultaneous mobilization of a set of TEs that belong to different classes. The standard explanation for HD is that eggs of the responder strains lack an abundant pool of piRNAs corresponding to the asymmetric TE families transmitted solely by sperm. However, there are several strains of *D*. *virilis* that lack asymmetric TEs, but exhibit a “neutral” cytotype that confers resistance to HD. To characterize the mechanism of resistance to HD, we performed a comparative analysis of the landscape of ovarian small RNAs in strains that vary in their resistance to HD mediated sterility. We demonstrate that resistance to HD cannot be solely explained by a maternal piRNA pool that matches the assemblage of TEs that likely cause HD. In support of this, we have witnessed a cytotype shift from neutral (*N)* to susceptible (*M*) in a strain devoid of all major TEs implicated in HD. This shift occurred in the absence of significant change in TE copy number and expression of piRNAs homologous to asymmetric TEs. Instead, this shift is associated with a change in the chromatin profile of repeat sequences unlikely to be causative of paternal induction. Overall, our data suggest that resistance to TE-mediated sterility during HD may be achieved by mechanisms that are distinct from the canonical syndromes of HD.

## Author summary

Transposable elements (TE) can proliferate in genomes even if harmful. In response, mechanisms of small-RNA silencing have evolved to repress germline TE activity. Syndromes of hybrid dysgenesis in *Drosophila—*where unregulated TE activity in the germline causes sterility—have also revealed that maternal piRNAs play a critical role in maintaining TE control across generations. However, a syndrome of hybrid dysgenesis in *D*. *virilis* has identified additional complexity in the causes of hybrid dysgenesis. By surveying factors that modulate hybrid dysgenesis in *D*. *virilis*, we show that protection against sterility cannot be entirely explained by piRNAs that control known inducer TEs. Instead, spontaneous changes in the chromatin state of repeat sequences of the mother may also contribute to protection against sterility.

## Introduction

Transposable elements are selfish elements that have the capacity to proliferate in genomes even if they are harmful [1]. In response to this threat, mechanisms of small-RNA based silencing have evolved to limit TE proliferation. In the germline of animals, Piwi-interacting RNAs (piRNAs) function to maintain TE repression through both transcriptional and post-transcriptional silencing [2]. Critically, the epigenetic and transgenerational nature of piRNA-mediated TE control has been revealed by syndromes of hybrid dysgenesis (HD) [3,4]. HD is a syndrome of TE-mediated sterility that occurs when males carrying active copies of TEs are crossed with females where such copies are rare or absent [5–7].

The hybrid dysgenesis syndrome (HD) is defined as a combination of various genetic disorders such as genic mutations and chromosomal aberrations that lead to sterility in the progeny of intraspecific crosses [5–7]. Sterility during HD is mediated by mobilization of certain TE families carried by the paternal genome and absent in the maternal genome [6,7]. To date, there are several independent HD systems in *Drosophila melanogaster*. The most well described are the *I-R* and *P-M* systems, controlled by the *I-element* (a non-LTR (long terminal repeat) retrotransposon) and the *P-element* (a DNA transposon), respectively [6–8]. Activation of paternally inherited TEs is explained by the fact that only the female maintains transgenerational TE repression via piRNAs transmitted through maternal deposition. When the female genome lacks certain TE families, female gametes also lack piRNAs that target these families. Thus, TE families solely transmitted through the male germline become de-repressed in the absence of repressive piRNAs inherited from the mother [2–4,9].

HD in *D*. *virilis* was initially observed when males of laboratory strain *160* and females of wild-type strain *9* were crossed. The F1 progeny exhibited up to 60% sterility, while sterility in the progeny of reciprocal crosses did not exceed 5–7% [10]. Similar to the *D*. *melanogaster P-M* system, the sterility of hybrids from dysgenic crosses is apparently the result of abnormal development (atrophy) of male and female gonads [10–12]. By analogy with the *P-M* system, strain *160* and strain *9* were called “*P*-like” (*P*) and “*M*-like” (*M*), respectively.

In contrast to *I-R* and *P-M* systems, the study of HD in *D*. *virilis* has demonstrated that multiple unrelated TEs belonging to different families are mobilized in dysgenic progeny [13–16]. The TEs presumably causal of dysgenesis and absent in *M*-like strain *9* include *Penelope* (a representative of the *Penelope*-like element (PLE) superfamily), *Paris* and *Polyphemus* (DNA transposons), as well as a non-LTR retrotransposon *Helena* [13–16]. A typical *M*-like strain *9* contains only diverged inactive remnants of these TEs. Additionally, piRNAs targeting *Penelope*, *Paris*, *Polyphemus* and *Helena* are highly abundant in the germline of strain *160* and are practically absent in strain *9* [17,18]. Thus, it has been suggested that the combined activity of these four asymmetric TEs, present only in strain *160*, underlies gonadal atrophy and other manifestations of HD in *D*. *virilis*. This large asymmetry in TE abundance between strains suggests that HD in *D*. *virilis* may be considered a model for understanding the consequences of intermediate divergence in TE profiles within a species.

Nonetheless, recent studies have called into question whether the standard model of HD–described in *D*. *melanogaster* where sterility is caused by the absence of maternal piRNAs that target specific inducing TE families—applies in *D*. *virilis* [3,4,18,19]. This is because several “neutral” (*N*) strains exhibit “immunity” to HD in dysgenic crosses but lack maternal piRNA corresponding to *Penelope* elements, the presumptive primary driver of dysgenesis [19]. If *Penelope* is a key driver of dysgenesis, how do neutral strains exhibit "immunity" in the absence of maternally transmitted *Penelope* piRNA? Two fundamental issues arise. First, as observed in *D*. *melanogaster*, is there a single major element that serves as a key driver of HD in *D*. *virilis*? Second, do *N-*strains confer their resistance to HD solely through maternally provisioned piRNA or through alternate mechanisms? Despite significant progress in understanding the morphogenetic events occurring during gametogenesis and embryogenesis in the progeny of *D*. *virilis* dysgenic crosses, these questions still need to be answered [11,18].

To answer these questions, by using small RNA deep-sequencing and qPCR, we decided to perform a comparative survey of maternal piRNA profiles across several “neutral” strains of different origin that did not quite fit the HD paradigm developed in the previous studies of this phenomenon [3,4,9,19]. Additionally, we developed transgenic strains containing a presumptive causative TE and did not detect a cytotype change after its propagation in the genome. The accumulated data failed to pinpoint a single TE or specific set of TEs responsible for their “immunity” and support a model in which resistance to TE-mediated sterility during dysgenesis may be achieved by a mechanism that varies across strains. We thus propose an alternate model to explain resistance to TE mediated sterility in *D*. *virilis*. Instead of solely being explained by maternal piRNAs that target inducing TE families, the chromatin profile of repeats in the maternal genome may confer general immunity to the harmful effects of TE mobilization.

## Results and discussion

### A survey of neutral strain piRNA profiles reveals that there is no common pattern of maternal piRNAs derived from asymmetric TEs

To characterize the piRNA profiles across diverse strains that vary in resistance to HD, we performed small RNA sequencing on six *D*. *virilis* strains obtained from various sources (see Materials and Methods) and maintained in our laboratory for more than 20 years. These strains exhibit different levels of gonadal atrophy when crossed with males of *P*-like strain *160*. Two of them (*9* and *13*) represent strong *M*-strains (they exhibit up to 65% of gonadal atrophy in the F1 progeny of the dysgenic cross) and four (*140*, *Argentina*, *Magarach* and *101*) behave as “neutral” or *N*-strains when crossed with strain 160 males and, hence, did not exhibit gonadal atrophy (less than 10% atrophied gonads) in such crosses (Fig 1).

**Fig 1:**
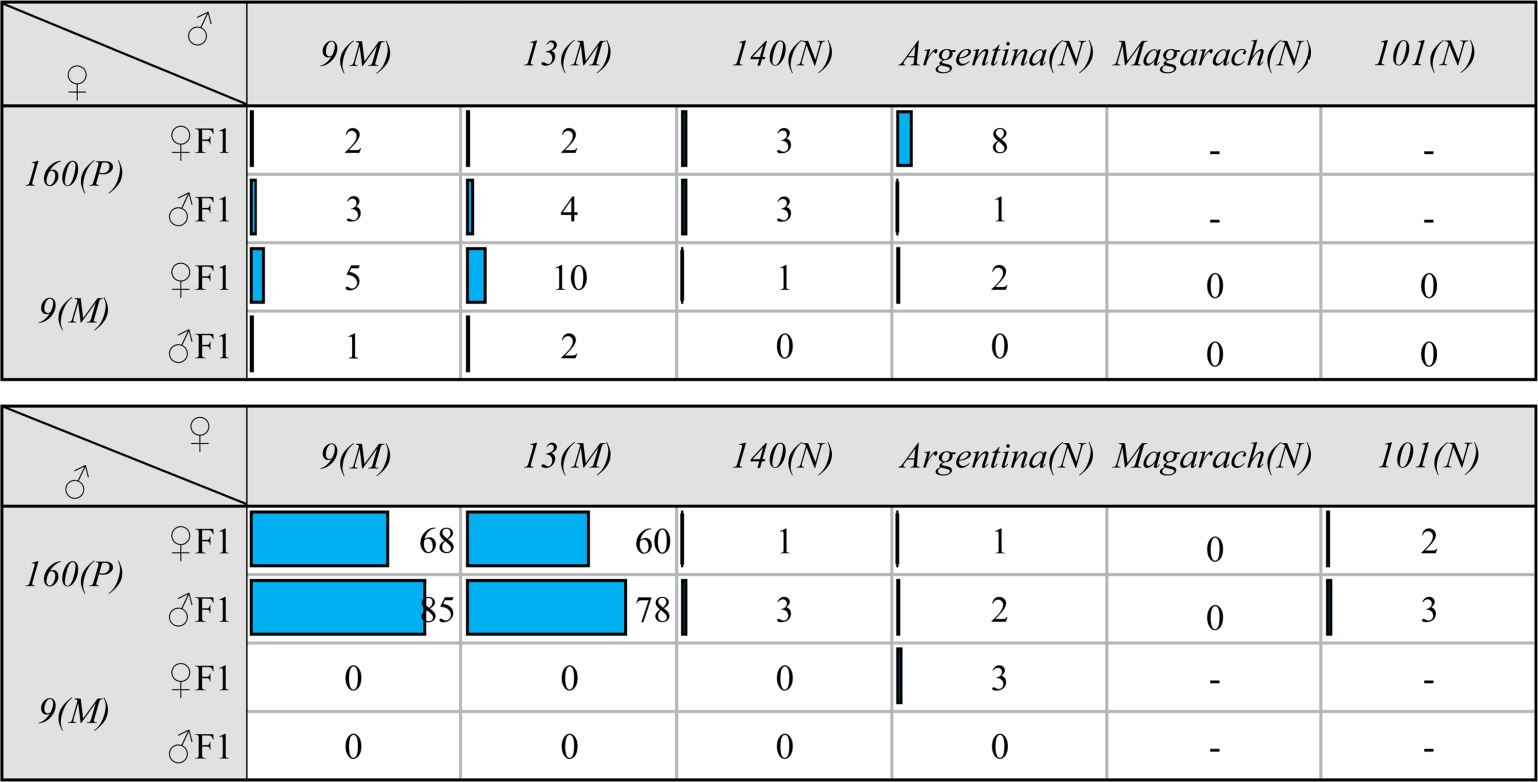
The frequency (in %) of gonadal atrophy in the progeny of dysgenic and reciprocal crosses among the studied *M*-like and neutral strains. The number of examined individuals was ~100–130 separately for females and males.

Previous studies suggest *Penelope* element as a key driver of HD in *D*. *virilis* [15,20,21]. However, while *N-*strains *140* and *Argentina* both carry *Penelope* elements, two other *N-*strains–*Magarach* and *101* contain neither functional *Penelope* copies nor *Penelope*-derived small RNAs [19]. This observation questions the key role of *Penelope* as a factor determining HD in *D*. *virilis* and suggests that piRNAs targeting other asymmetric TEs, e.g. *Polyphemus*, *Helena* and possibly *Paris*, may provide immunity to HD [14,15,17,21,22]. To explore this possibility we performed a comparative analysis of both classes of small RNAs (piRNAs and siRNAs) in the ovaries of all selected *M*- and *N*-strains using the extended list of TEs and other repeats recently defined in *D*. *virilis* genome [18].

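The libraries examined at this point came from the ovaries of strains *13(M)*, *101(N)* and *Magarach(N)* and of the *M*-like substrain *101(M)*, 1 library for each, from flies aged 7 to 10 days. Libraries of the strains *160*, *9*, *140* and *Argentina* themselves were not analysed here. The authors aligned the reads with Bowtie to 224 TEs and other repeats and gave the level of piRNAs (23 to 29 nt, up to 3 mismatches, both strands) in CPM. The values of each library fall on multiples of 1 read, which puts 10268833 reads behind the CPM values of strain *13(M)* and 3149500 in *Magarach(N)*. The listed repeats took 34.8% of these reads in strain *13(M)* and 27.6% in *Magarach(N)*. The paper's range of 5 to 14 for each library, in units of 1000000 reads, counts small RNA reads obtained by sequencing. Which reads the CPM values refer to is not stated, so the depths need not be the same measure. A pair of libraries was compared by the ratio of CPM + 1, called at 10-fold or more as along the lines of Fig 2, over the repeats with 25 CPM or more in at least 1 of them. These choices, like the lists of TEs, were made before the data were examined. The ratio of CPM + 1 understates the change of repeats at low levels, so the folds printed for single repeats are plain ratios of CPM. With 1 library for each strain, no difference between strains has a replicate check. The 95% intervals in parentheses are exact and cover counting error only.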

This analysis indicates that the total repertoire of targets for small RNA silencing in strain *160(P)* is significantly higher than in all other studied strains (Figs 2A, 2B, S1A and S1B). Surprisingly, the global piRNA profile for known *D*. *virilis* TEs and other repeats is more similar between strain *160(P)* and *M*-strains (R(*160*:*9*) = 0.83; R(*160*:*13*) = 0.74, Spearman’s correlation coefficient) than between strain *160(P)* and several *N*-strains (R(*160*:*140*) = 0.71; R(*160*:*101*) = 0.7) (Fig 2A and 2B). This suggests the possibility that protection is not mediated by a general maternal piRNA profile, but rather to certain specific TEs yet to be identified. To identify such candidates, we compared sets of piRNA targets distinguishing strain *160(P)* from both typical *M*-strains, *9* and *13*, and obtained a list of ten TEs in common across comparisons (Fig 2C). These are TEs for which piRNAs are more abundant in strain *160(P*) when compared to both *M*-strains: *Polyphemus*, *Penelope*, *Paris*, *Helena*, *Uvir*, *Skippy*, *190*, *463*, *608*, and *1012*. However, comparing *160(P)* and *N*-strains, we find that piRNAs from *Helena* and *Skippy* are uniquely found at high levels in strain *160(P)*. Thus, if neutrality is conferred by piRNAs that uniformly target the same TE family or families, *Helena* and *Skippy* piRNAs are not likely to be required to prevent HD. However, among the eight remaining candidates, there is no shared family among the neutral strains (*N-*strains and *160(P))* that have a piRNA profile that is similar across strains. For example, in contrast to *160(P)*, *Penelope*-derived piRNAs are more lowly expressed in strain *Magarach(N)*, *Polyphemus*-targeted piRNAs are more lowly expressed in strain *101(N)* and, finally, *Paris*-related piRNAs are lowly expressed in strain *Argentina(N)* and in strain *101(N)* (Fig 2D). Thus, we failed to detect one candidate causative TE or combinations of certain TEs present in all neutral strains whose piRNAs guarantee immunity to HD (Fig 2D). This suggests the possibility that maternal protection in crosses with strain *160(P)* males may be conferred by different mechanisms across the strains.

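*Helena*-derived piRNAs stood at 22.4 CPM in strain *101(N)* (201 reads, 19.4 to 25.7) and at 21.0 CPM in *Magarach(N)* (66 reads, 16.2 to 26.7). Strain *13(M)* held 20.0 CPM (205 reads), so no difference in *Helena* between this *M*-strain and both *N*-strains was detectable at this depth. *Skippy*-derived piRNAs were at or near the floor of all 3 libraries, with 1 read in *101(N)* (0.11 CPM), 5 reads in *13(M)* (0.49 CPM) and 0 reads in *Magarach(N)*, where 3 reads would give 0.953 CPM. For scale, piRNAs to *Ulysses*, which is present in all strains, reached 36962 CPM in *Magarach(N)* and 44031 CPM in *13(M)*.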

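Both *N*-strains differed in which of these TEs stood above strain *13(M)*. *Penelope*-derived piRNAs were 1.96-fold of *13(M)* in *101(N)* (1.83 to 2.11), whereas in *Magarach(N)* their ratio to *13(M)* had an interval of 0.984 to 1.24, so that a difference was not detectable at this depth. *Polyphemus*-targeted piRNAs reached 817 CPM in *Magarach(N)* (786 to 849), 22.5-fold of *13(M)* (20.2 to 25.2), but in *101(N)* they were at 1.00-fold of *13(M)* (0.861 to 1.16). *Paris*-related piRNAs were 10.5-fold of *13(M)* in *101(N)* (8.28 to 13.4), which is a log2 ratio of 3.23 on the scale of CPM + 1 and stays under the 10-fold line.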

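Among the 10 TEs that distinguish strain *160(P)* from both *M*-strains, piRNAs to 3 repeats known by their number, *190*, *463* and *608*, were far above strain *13(M)* in *Magarach(N)*, in *101(N)* and also in the *M*-like substrain *101(M)*. Repeat *190* had 47.1 CPM in *13(M)*, 986 CPM in *101(M)*, 1491 CPM in *101(N)* and 903 CPM in *Magarach(N)*. Repeat *463* had 2.05, 306, 628 and 118 CPM in the same order, and *608* had 2.14, 314, 547 and 589 CPM. Repeat *1012* separated both *N*-strains, with 1318 CPM in *101(N)* and 699 CPM in *101(M)* against 0.64 CPM (2 reads) in *Magarach(N)* and 2.24 CPM in *13(M)*. piRNAs to *Uvir* were low in all 4 libraries, at 10.9 CPM in *13(M)*, 30.6 CPM in *101(M)*, 18.8 CPM in *101(N)* and 7.62 CPM in *Magarach(N)*.

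**Figure D1:**
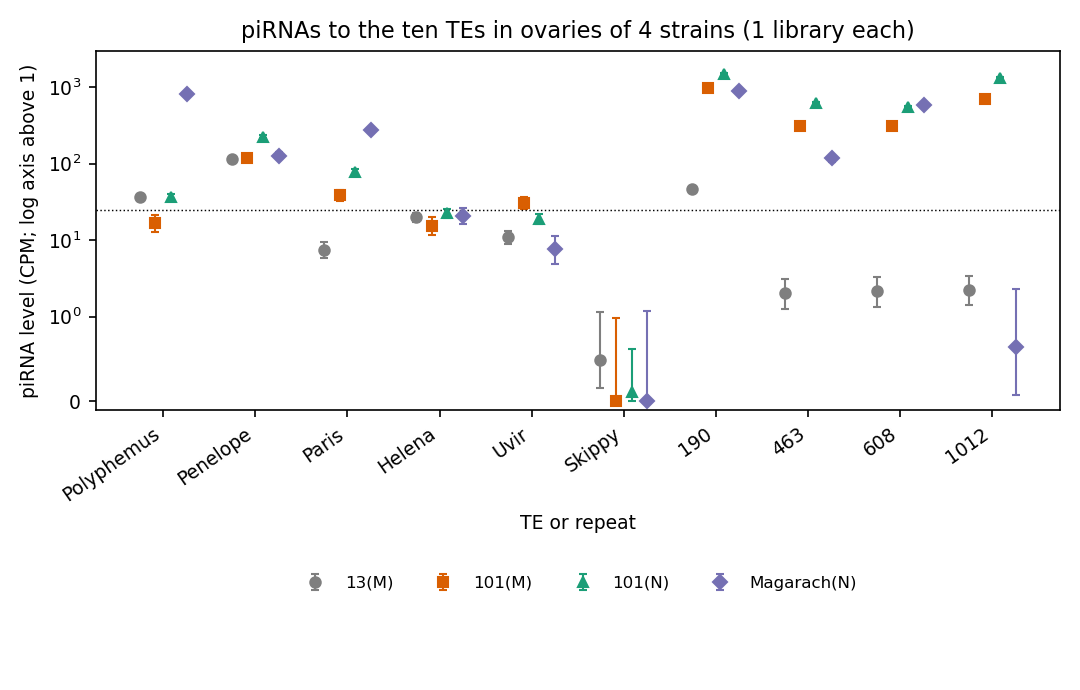
Level of piRNAs (CPM, log axis above 1) to the 10 TEs in 4 ovarian libraries, 1 library for each strain. Repeats *190*, *463* and *608* lie above strain *13* in the other 3 libraries, while *1012* is at 0.64 CPM in *Magarach*.

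In *Magarach(N)*, 5 of the 6 measured TEs of the list were at least 10-fold above *13(M)*: *608* (275-fold, 181 to 440), *463* (57.8-fold, 37.2 to 94.4), *Paris*, *Polyphemus* and *190*. In *101(N)*, 4 of 7 were, led by *1012* (588-fold, 392 to 928) and *463* (307-fold). In *101(M)*, 4 of 8 were, and these were *1012* (312-fold), *463* (150-fold), *608* (147-fold) and *190* (20.9-fold). The median log2 ratio of the list to *13(M)* was 4.73 in *Magarach(N)*, 4.95 in *101(N)* and 3.29 in *101(M)*, at percentiles 99.9, 98.4 and 97.8 of 10000 random lists matched on mean level. The study chose these TEs on its own libraries, strain *13(M)* among them, so the list is not independent evidence of a direction, and the 3 comparisons share the library of *13(M)*. Because no TE or combination of TEs was shared by all neutral strains (Fig 2D), the paper concludes that no causative candidate whose piRNAs guarantee immunity to HD was detected.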

**Fig 2:**
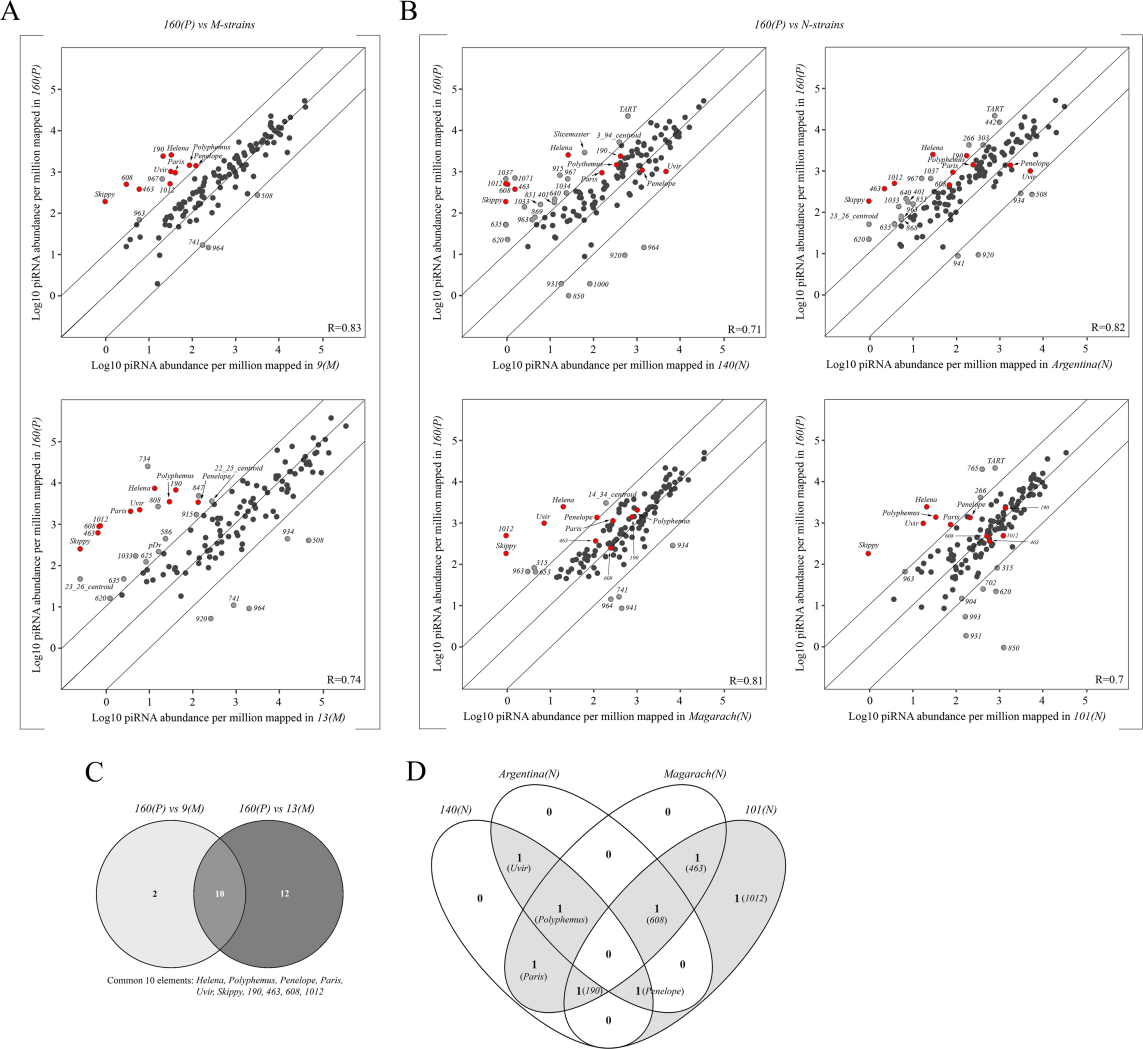
Comparative analysis of the ovarian piRNA profiles between *P*-like strain *160* and both *M*- and neutral *(N)* strains studied. A) and B) Scatter plots represent the result of pairwise comparison of normalized piRNAs (23–29 nt) in *P*-strain *160* versus *M*-like strains *9* and *13*, and in *P*-strain *160* versus *N*-strains *140*, *Argentina*, *Magarach* and *101*, respectively. Diagonal lines indicate 10-fold levels of difference. All the TEs that exceed 10-fold line are marked as gray dots. The red dots indicate TEs that are shared between *M*-strains *9* and *13* in terms of their low expression levels in comparison with *P*-strain *160*. Spearman’s correlation (R) is shown. C) Venn diagram depicting differences and similarities in a number of TEs exhibiting 10-fold lower piRNA expression level in *M*-strains *9* and *13* in comparison with *P*-strain *160*. 10 families show the same pattern of deficit in strains *9* and *13*, relative to strain 160. D) Venn diagram demonstrates distribution of piRNAs to eight essential elements distinguishing neutral strains from *M*-like in terms of piRNA-mediated silencing among studied *N*-strains.

A similar comparative analysis of siRNA expression between strain *160(P)* and *M*-strains demonstrated that siRNAs complementary to only *Penelope* and *Helena* elements are absent in the ovaries of strain *9(M)* and *13(M)* (S1A and S1B Fig). However, we detected *Penelope*-homologous siRNAs only in half of the studied neutral trains i.e. strains *Argentina* and *140* (S1C Fig).

In the context of immunity to HD syndrome manifestations, probably the most important condition is to constantly maintain effective piRNA production in the germline. It is well known that ovarian piRNA pools consist of molecules generated by primary and secondary processing mechanisms. Due to germline expression of Ago3 and Aub proteins necessary for secondary processing (“ping-pong” amplification), the germline specific piRNA pool can be assessed quantitatively by counting of “ping-pong” pairs [2,23]. We analyzed the “ping-pong” signature of piRNAs to the selected TEs and showed that these piRNA species contain ping-pong pairs in varying degrees (S2 Fig). Importantly, all of them exhibit a signature of secondary piRNA processing indicating that production of these piRNAs takes place in the germline but each element lacks such a ping-pong signature in at least one or more of the neutral strains. In addition, *Penelope* expression was previously shown to be germline-specific by whole-mount RNA in situ hybridization [24]. In the present study, using the same technique with the ovaries of *P*-strain *160*, we confirmed that *Paris*, *Polyphemus* and *Helena* elements exhibit germline-specific expression pattern as well (S3 Fig).

We further examined the pattern of divergence among piRNAs that map to the consensus TEs since piRNAs derived from divergent sequences are likely derived from degraded TE insertions. 

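*Paris*, one of the TEs implicated in HD, had 273 CPM of piRNAs in strain *Magarach(N)* (861 reads, 255 to 292). This was 36.5-fold of strain *13(M)* (28.9 to 46.6), where 77 reads gave 7.50 CPM. In substrain *101(M)*, *Paris*-targeting piRNAs were at 38.6 CPM (32.6 to 45.4). The ancestral and modern copies behind these reads were not told apart, since the values count reads with up to 3 mismatches together.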

Among the selected HD-implicated TEs, the ovarian piRNA pool contains a very small amount of *Paris*-targeting piRNAs that were detected only in two studied *N*-strains—*140* and *Magarach*. Interestingly, only 10% of both sense and antisense-oriented piRNAs apparently originate from modern active copies of *Paris* elements while the rest of the *Paris*-complementary piRNAs were produced from ancestral highly diverged ones (S4 Fig). The same applies to the *Penelope*-derived piRNAs in strain *101(N)*. All other piRNA species to HD-implicated TEs, especially in the antisense-orientation, in all studied neutral strains were practically identical to the consensus and, hence, apparently originated from active copies of these elements (S4 Fig). This analysis further indicates that there is no active candidate inducer family, represented by sequence similar piRNAs, shared across all six neutral strains.

Overall, these data indicate that, in terms of piRNA-mediated protection to HD in *D*. *virilis* neutral strains, there is no general rule in the context of ovarian piRNAs complementary to particular TEs implicated in HD. In other words, in neutral strains the maternally transmitted piRNA pool may include different amounts of piRNAs corresponding to various TEs and the repertoire of these TEs often radically differs between the strains with same cytotype.

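The piRNA profiles of both *N*-strains differed widely. Over 132 repeats the Spearman correlation of *Magarach(N)* with *101(N)* was 0.763, and the median difference was 1.02 on the log2 scale in either direction. The *M*-like libraries *13(M)* and *101(M)* had a correlation of 0.738 over 123 repeats. These correlations run across repeats, which are not independent replicates. Large differences between the *N*-strains went both ways. Repeat *850* was at 0 reads in *Magarach(N)*, *931* at 3 reads (0.95 CPM) and *315* at 4.45 CPM, and all of these are abundant in *101(N)*. In the other direction, repeat *934* had 7001 CPM in *Magarach(N)* and 700 CPM in *101(N)*, and *964* had 263 and 3.89 CPM.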

### Propagation and expression of *Penelope* does not change *M*-like cytotype

Syndromes of HD are explained by maternal protection against paternal induction and *Penelope* has long been considered the primary driver of paternal induction [18,20,22]. In the previous section we demonstrated that maternal piRNAs that target *Penelope* are not *necessary* to confer neutrality but, as neutrality may arise through different mechanisms, we sought to determine whether *Penelope* was either sufficient for induction or *Penelope* piRNA sufficient for protection. We thus characterized a simulation of natural invasion through the analysis of two transgenic strains of *D*. *virilis* containing full-size *Penelope* copies introduced into a typical *D*. *virilis M*-like strain *9* (the stock is assigned as *w3*) originally devoid of functional copies of this TE. 

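Ovarian small RNAs of the recipient strain *9(w3)* and of the transgenic strains *Tf1* and *Tf2* gave 1 library each, with 10334495, 10416706 and 11291356 reads behind the CPM values. The listed repeats took 45.7% of these reads in *9(w3)*, 46.4% in *Tf1* and 46.7% in *Tf2*, and the median log2 ratio of the transgenic strains to *9(w3)* was -0.04 in both. The values of this set carry more decimals than those of the other libraries, and so they were compared with each other in the first place. The same ratio and 10-fold line were used as between the strains.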

Our previous experiments demonstrated that introduced *Penelope* underwent active amplification and occupied more than ten sites in the chromosomes of the transgenic strains [19]. However, at that time (in 2012) we did not detect any *Penelope*-derived small RNA species in these transgenic strains.

Subsequent to the early analysis performed in 2011–2012, we have now found that *Penelope* is actively transcribed in these two strains and exhibits steady-state RNA levels equal to or even higher than in strain *160* (Fig 3A). We further observed piRNAs in both transgenic strains, indicating that some of *Penelope* copies acquired the properties of piRNA-generating locus (Fig 3B). Thus, in strain *Tf2* the level of piRNAs homologous to *Penelope* is only half as much as that observed in *P*-like strain *160*. 

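*Penelope*-derived piRNAs were more abundant in both transgenic strains than in the recipient. They reached 335 CPM in *Tf1* (3492 reads, 324 to 347) and 637 CPM in *Tf2* (7191 reads, 622 to 652), against 204 CPM in *9(w3)* (2109 reads, 195 to 213). The level was thus 1.64-fold of *9(w3)* in *Tf1* (1.56 to 1.74) and 3.12-fold in *Tf2* (2.97 to 3.28). Reads with up to 3 mismatches are counted together, so those from divergent copies in *9(w3)* are part of its level.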

The analysis of *Penelope*-derived piRNAs indicates a distribution of piRNAs along the entire *Penelope* body and clear-cut ping-pong signature (Fig 3B).

**Fig 3:**
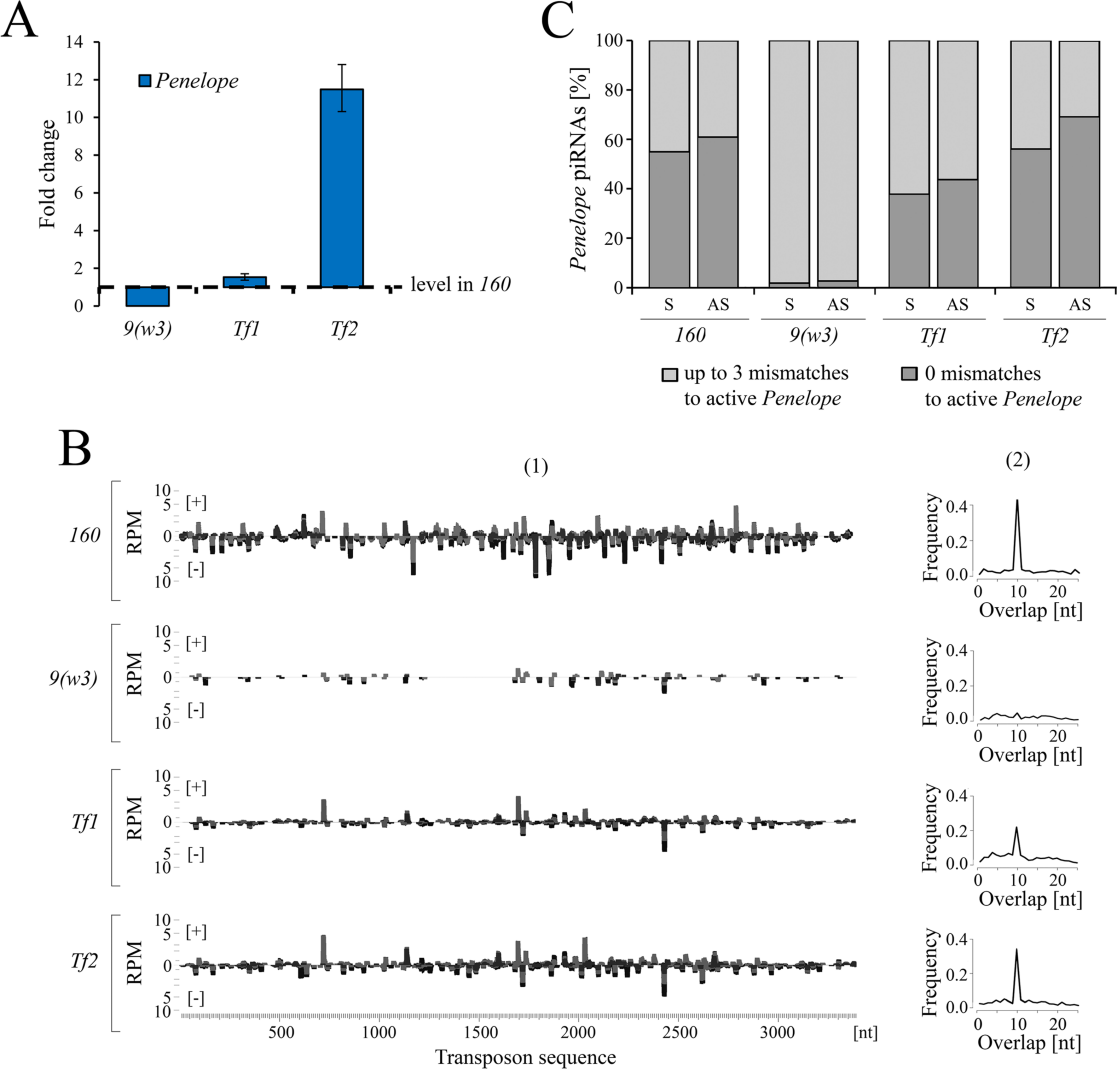
Characterization of *Penelope* activity in the ovaries of *Penelope*-transformed strains. A) Expression levels of *Penelope* in *9(w3)*, *Tf1*, *Tf2* strains relative to *P*-strain *160*. B) (1) The coverage of normalized *Penelope*-piRNA reads (23–29 nt) on the entire body of the element, across transformed strains. Sense reads are shown as [+], antisense as [–]. (2) The ping-pong signature of *Penelope*-derived piRNAs. C) Mapping proportions of *Penelope*-piRNAs to canonical sequence of the element with the perfect match and with the assumption of up to 3 mismatches.

Similar to strain *160*, more than half of the *Penelope*-derived piRNAs in both strains originate from active and highly similar *Penelope* copies with few mismatches to the canonical sequence (Fig 3C). In contrast, *Penelope* piRNAs identified in the untransformed *M*-like strain *9(w3)* are highly divergent and likely derive from inactivated *Penelope* copies (termed “Omegas”) located in heterochromatic regions of the genome [25,26]. Interestingly, the pool of *Penelope* derived small RNAs in transgenic strains are primarily piRNAs. This is in contrast to inducer strain *160* and *D*. *melanogaster* strains transformed with *Penelope* [19], where *Penelope*-derived siRNAs are the major class (S5 Fig).

Surprisingly, both transgenic strains containing multiple *Penelope* copies and abundant piRNAs behave exactly as the original *M*-like strain *9* in dysgenic crosses (Fig 4). They neither have the capacity to induce HD paternally nor protect against HD maternally. Therefore, the introduction of full-size *Penelope* into an *M*-like strain accompanied by its propagation, active transcription and piRNAs production was not sufficient to modify the cytotype. These results also indicate that the presence of piRNA complementary to *Penelope* in the oocyte is not the only prerequisite to prevent gonadal sterility when crossed with males of *P*-like strain *160*. 

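Apart from *Penelope*, the piRNA profile of the transgenic strains stayed close to that of *9(w3)*. Of the 118 repeats compared, 0 were past the 10-fold line in *Tf1* and 0 in *Tf2*, 114 were within 2-fold in each, and the Spearman correlation with *9(w3)* was 0.988 for *Tf1* and 0.989 for *Tf2*. The largest ratio was that of repeat *689* in *Tf1*, with 47.4 CPM against 4.83 CPM (9.80-fold, 7.32 to 13.4), while *Tf2* had 4.78 CPM. Repeat *635* was 3.48-fold of *9(w3)* in *Tf1* and 3.10-fold in *Tf2*, and *1012* was 3.26-fold in *Tf1*. Repeat *964* was 3.42-fold lower in *Tf2*, the largest ratio in that direction.
Of the other asymmetric TEs, *Polyphemus* was at 2.17-fold in *Tf2* (1.75 to 2.70), *Paris* at 1.13-fold in *Tf1* and 1.31-fold in *Tf2*, and *Helena* at 0.988-fold in *Tf1* (0.869 to 1.12). The median log2 ratio of the asymmetric TEs was 0.18 in *Tf1* and 0.72 in *Tf2*, at percentiles 82.6 and 99.1 of random lists. For the 10 TEs of Fig 2C it was 0.35 and 0.66, at percentiles 96.7 and 99.3, and for the described TEs outside the asymmetric ones 0.09 and -0.02. The lists of asymmetric TEs and of the 10 TEs include the introduced *Penelope* itself. Gonadal atrophy itself was not analysed here. From the presence of *Penelope* transcripts and piRNAs in strains that behave in crosses as strain *9* does (Fig 4), the paper concludes that introduction of *Penelope* was not sufficient to modify the cytotype.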

Along these lines, it has been shown recently that the number of *P*-element and *hobo* copies *per se* has very little influence on gonadal sterility suggesting that HD is not determined solely by the dosage of HD-causative elements [27].

**Fig 4:**
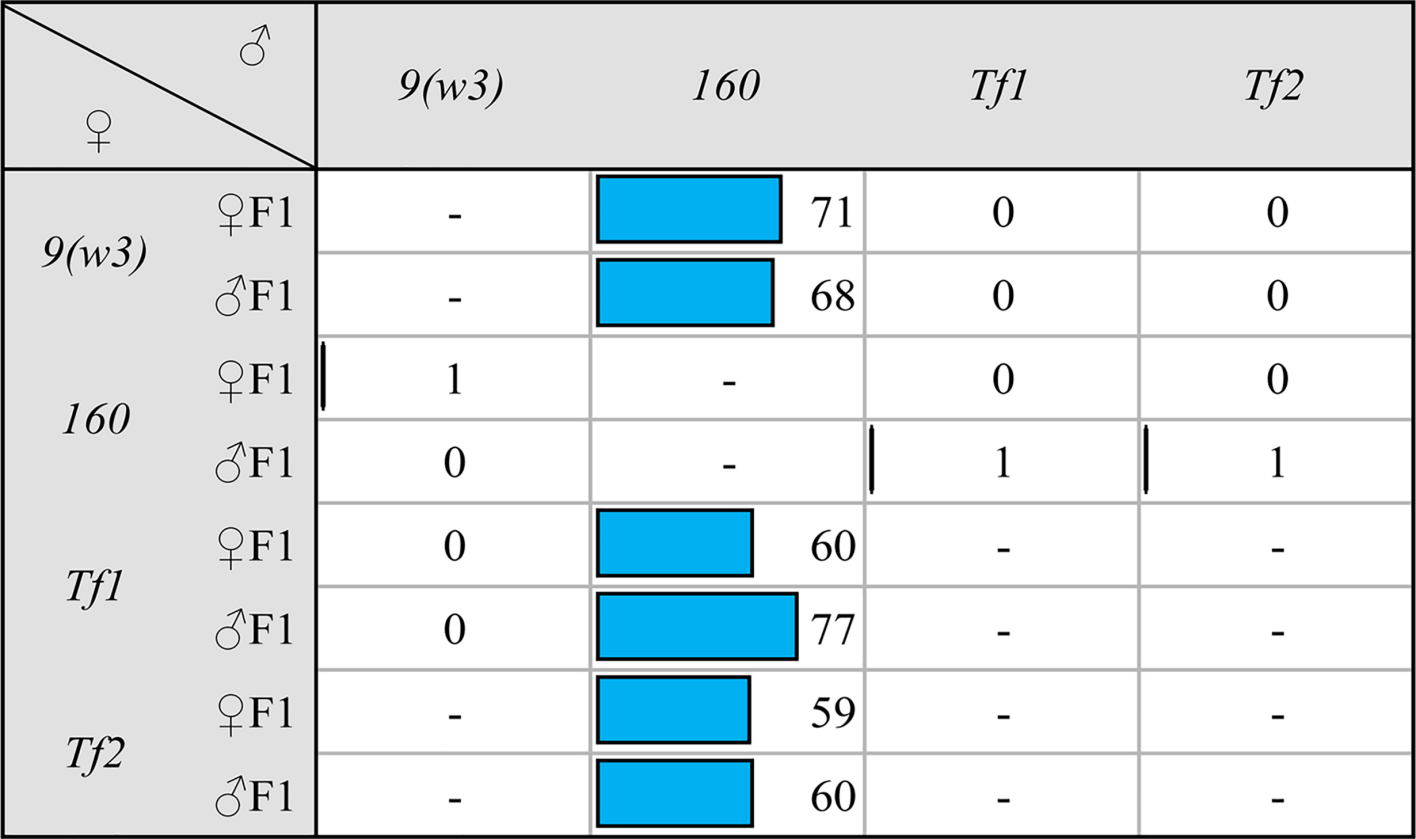
The frequency (in %) of gonadal atrophy in the progeny of dysgenic and reciprocal involving *P*-like strain *160* and *Penelope*-transformed strains. The number of examined individuals was ~100 separately for females and males.

### Strain cytotype can be altered without amplification of TEs implicated in HD

The above results demonstrate that the maternal piRNAs that target all, or even most, asymmetric TEs that likely cause dysgenesis are not necessary to confer neutral strain status (Fig 2). Furthermore, *Penelope* piRNAs are not sufficient for maternal protection and the presence of active *Penelope* copies is not sufficient for paternal induction (Figs 3 and 4). This begs the question: What are the necessary and sufficient factors of HD in *D*. *virilis*? Among the analyzed strains, neutral strain *101* represents a special case. This is due to the fact that the genome of this strain does not produce piRNAs to the most-described HD-implicated TEs, e.g. *Paris*, *Helena*, *Polyphemus* and a very small amount of divergent *Penelope*-homologous piRNAs (Figs 2 and S4).

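Strain *101(N)* had low but measurable levels of piRNAs to most of the TEs implicated in HD. *Penelope*-homologous piRNAs were at 226 CPM (2031 reads, 216 to 236), *Paris*-related ones at 78.7 CPM (707 reads, 73.0 to 84.7) and *Polyphemus*-targeted ones at 36.4 CPM (327 reads, 32.5 to 40.5), while *Helena* stayed under the 25 CPM used as the lower limit. In the *M*-like substrain, *Penelope* was at 120 CPM (451 reads, 109 to 132) and *Polyphemus* at 16.8 CPM (63 reads, 12.9 to 21.4). No library of strain *160* was analysed here to set beside these levels.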

In the course of our long-term monitoring of the gonadal atrophy observed in the progeny of dysgenic crosses involving *P*-like strain and various laboratory and geographical strains of *D*. *virilis*, we often observed significant variation in the level of sterility in the progeny of the same crosses occurring with time. Strikingly, among these strains, we have identified a spontaneous change from neutral cytotype to *M*-like one. Thus, while an old laboratory strain *101* kept in the Stock Center of Koltzov Institute of Developmental Biology RAS maintained a neutral cytotype for the whole period of observation (2011–2017) the same strain kept in our laboratory gradually became *M*-like strain (Fig 5).

**Fig 5:**
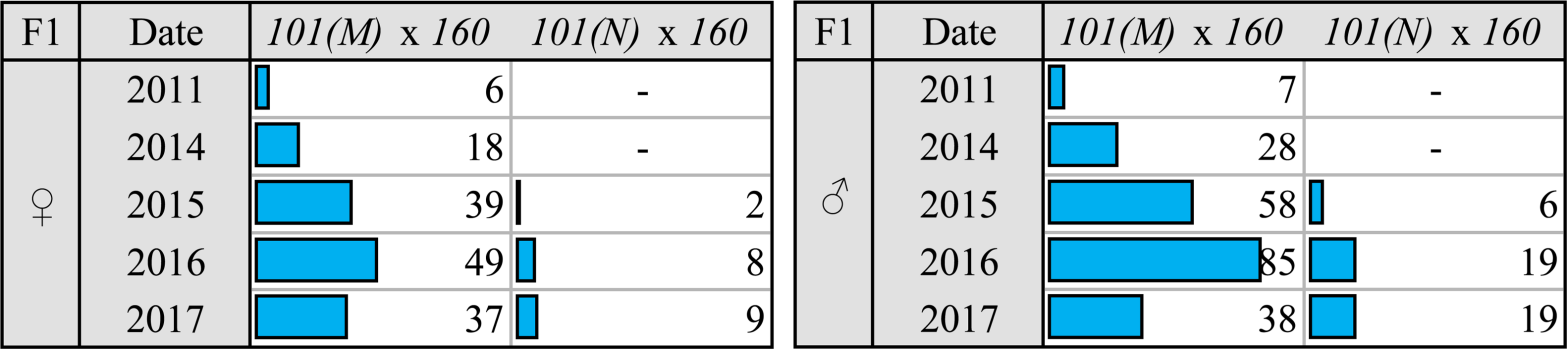
The alteration of the frequency (in %) of female and male gonadal atrophy in initially neutral strain *101*. The number of examined individuals was ~100 separately for females and males for each indicated time of monitoring.

We considered the possibility that this shift in cytotype could be explained by changes in the TE profile between the strains. Surprisingly, Southern blot and PCR analyses demonstrate that *101 N-* and *M-* substrains have identical TE profiles for *Penelope*, *Paris*, *Polyphemus* and *Helena* (Figs 6A and S6). Additionally, qPCR analysis failed to detect any significant changes in the expression levels of the major asymmetric TEs as well as other described TEs in the compared variants (neutral *vs M*-like) of this strain (Fig 6B). These data rule out the possibility of strain contamination with a lab *M*-strain.

**Fig 6:**
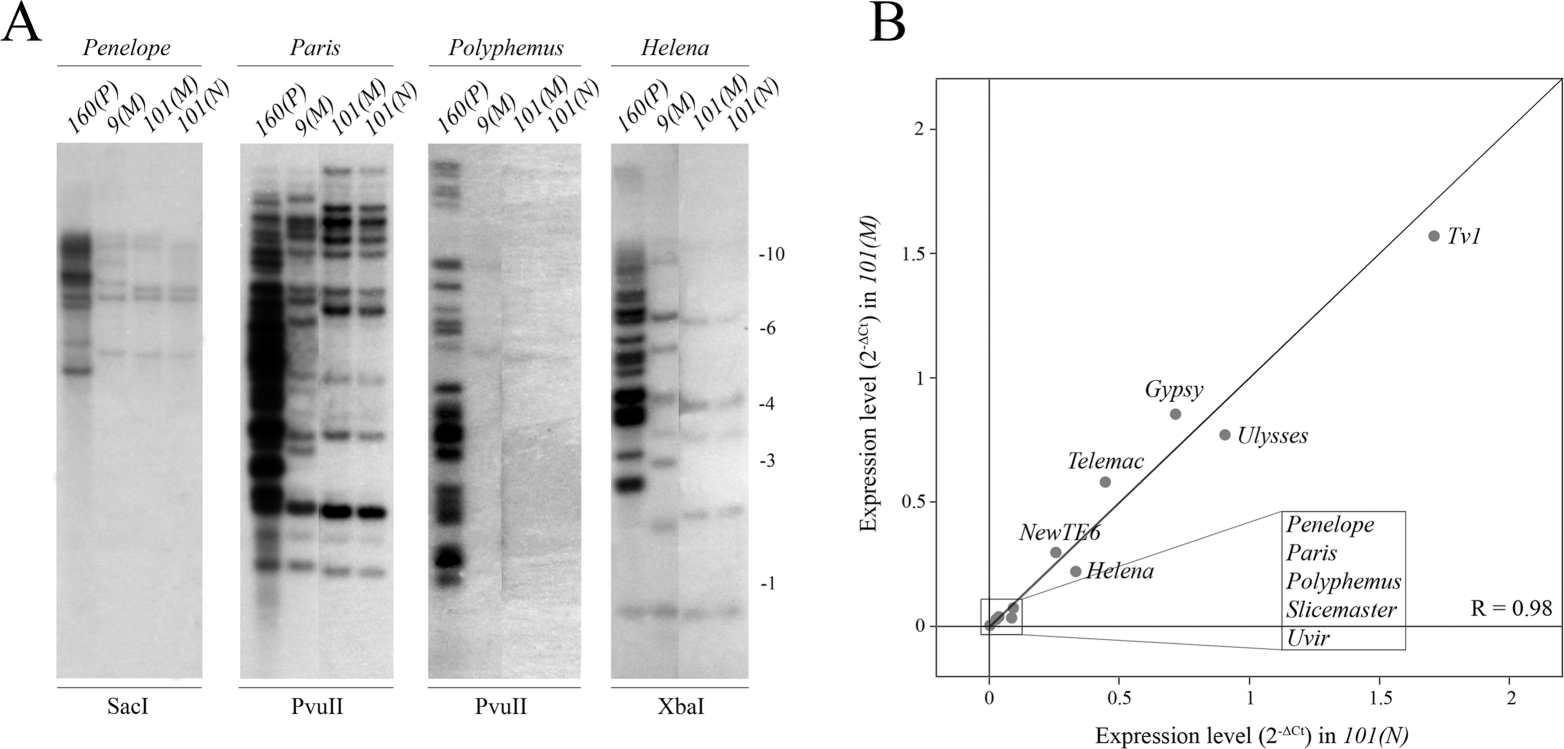
Genomic abundance and expression levels of putative HD-implicated TEs (*Penelope*, *Paris*, *Polyphemus* and *Helena*) in both cytotype variants of strain *101*. A) Southern blot analysis of genomic DNA of *160(P)*, *9(M)*, *101(M)* and *101(N)* strains. B) Expression levels of described *D*. *virilis* TEs in the ovaries of both variants of strain *101*. Spearman’s rank test was used to calculate the correlation (R) between the strains studied.

### Cytotype shift is accompanied by an altered piRNA and chromatin profile for a new set of repeats

To understand the observed differences in the cytotype of strain *101* variants we performed additional small-RNA sequencing. Indeed, the piRNA profile of strain *101(N)* has significantly higher piRNA levels (compared to *101(M))* for five previously undescribed repeats (*315*, *635*, *850*, *904* and *931*) (Fig 7A), indicating that differences in cytotype could be attributed to these repeats. Among these piRNA species, only piRNAs targeting *315* and *635* elements comprise many ping-pong pairs and, hence, are generated predominantly by germline-specific secondary processing mechanism (Fig 7B). 

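The *N*- and *M*-like variants of strain *101* gave 1 ovarian library each, with 8989110 reads behind the CPM values of *101(N)* and 3757975 in *101(M)*. The listed repeats took 25.5% of these reads in *101(N)* and 16.0% in *101(M)*. Of the repeats, 128 had 25 CPM or more in at least 1 of both libraries. Their median ratio of *101(N)* to *101(M)* was 1.72-fold, a log2 shift of 0.79, so every ratio between the substrains has to be read against this shift. The Spearman correlation of the substrains across these repeats was 0.943. The values were used on the scale on which the authors deposited them, and a rescaling that sets the median log2 ratio to 0 was run beside it.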

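piRNAs to 5 repeats, *315*, *635*, *850*, *904* and *931*, were far more abundant in *101(N)* than in *101(M)*. The level in *101(N)* was 226-fold of *101(M)* for *931* (77.4 to 1099), 102-fold for *635* (58.5 to 198), 108-fold for *904* (46.4 to 334), 35.1-fold for *850* (29.8 to 41.6) and 29.4-fold for *315* (24.6 to 35.4). Only 3 reads of *931* and 5 reads of *904* in *101(M)* stand behind their ratios. In all, 9 of 128 repeats were at least 10-fold higher in *101(N)* and 0 were at least 10-fold lower. The other 4 were *993* (129-fold, 55.3 to 399), *1008* (39.4-fold, 13.4 to 192), *640* (22.0-fold, 10.6 to 55.1) and *851* (20.7-fold, 8.77 to 64.4), with 3 to 7 reads each in *101(M)*.

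**Figure D2:**
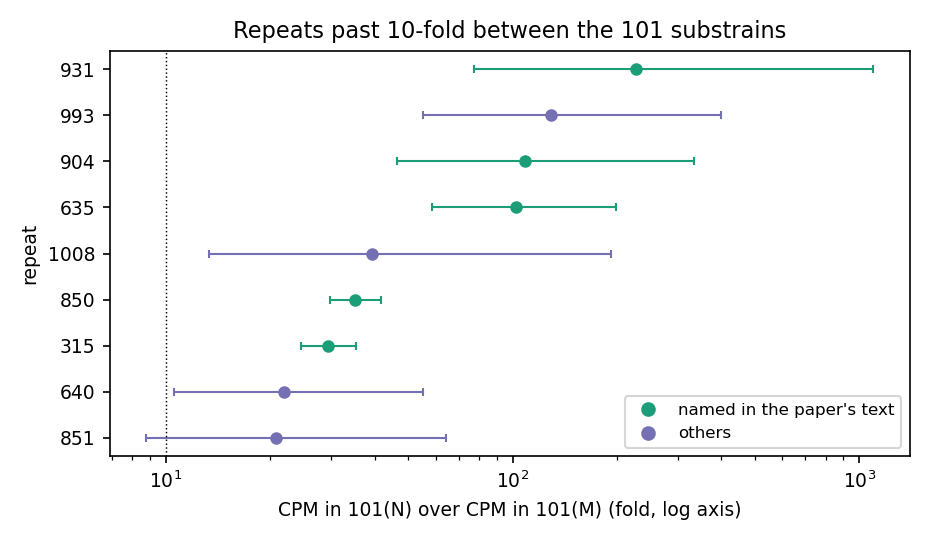
Ratio of piRNA levels in *101(N)* to *101(M)* for the 9 repeats past 10-fold, on a log axis with 95% counting intervals, 1 library for each substrain. The ratios run from 20.7-fold for *851* to 226-fold for *931*.

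With the median log2 ratio set to 0, 7 repeats remained past 10-fold, and *640* and *851* were under the line on the scale of CPM + 1. At 25 CPM or more in both libraries, a filter chosen after the data were seen, 2 were left (*850* and *315*). The 5 named repeats had a median log2 ratio at percentile 99.9 of random lists, but the study picked them on these libraries, so this is not independent evidence. From the higher piRNA levels in *101(N)* for these repeats (Fig 7A), the paper proposes that the difference in cytotype could be attributed to them.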

Based on sequence similarity to the TE consensus, at least 25% of antisense-oriented piRNA molecules apparently originated from modern active elements, with the exception of piRNAs targeting the *904*-element (S7A Fig).

**Fig 7:**
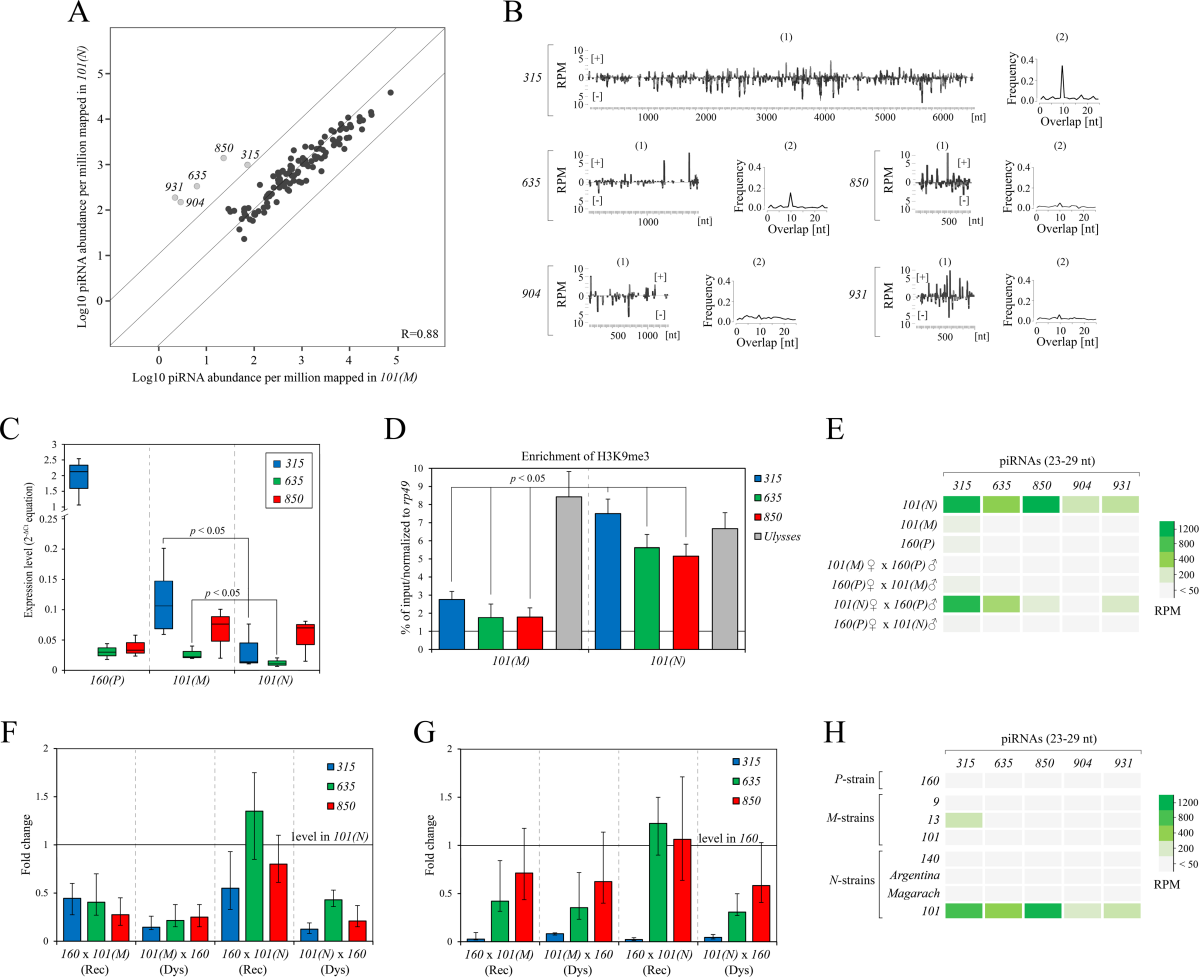
Characterization of small RNA mediated silencing in substrains of *101* exhibiting different cytotype. **A)** Scatter plot represent the result of pairwise comparison of normalized piRNAs (23–29 nt) in *M*-like strain *101* versus its neutral variant. Diagonal lines indicate 10-fold levels of difference. Gray dots indicate the repeats exhibiting more than 10-fold greater piRNA level. Spearman’s rank test was used for correlation (R) calculation. B) (1) The coverage of normalized *315*, *635*, *850*, *904* and *931*-derived piRNA reads (23–29 nt) from the *101(N)* strain on the entire body of correspondent elements. Sense reads are shown as [+], antisense as [–]. (2) The ping-pong signature of *315*, *635*, *850*, *904* and *931*-derived piRNAs. C) Expression levels of *315*, *635*, *850* elements in the ovaries of *160(P)*, *101(M)* and *101(N)* strains. *P*-values were calculated using *t*-test. D) Enrichment of H3K9me3 mark on the genomic loci carrying *315*, *635* and *850* using ChIP-qPCR on ovaries of substrains *101*. E) Heatmap of the ovarian expression of *315*, *635*, *850*, *904*, *931*-derived piRNAs in dysgenic and reciprocal hybrids. F) Expression levels of *315*, *635*, *850* elements in the progeny from dysgenic and reciprocal crosses relative to parental *101(N)* levels and G) to *160(P)* levels. H) Heatmap represents expression pattern of *315*, *635*, *850*, *904*, *931-*targeted piRNAs among the studied *P*-like, *M*-like and neutral strains.

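In *101(N)*, piRNAs to repeat *850* were the most abundant of the 5 repeats, at 1365 CPM (12266 reads), followed by *315* at 946 CPM (8504 reads) and *635* at 327 CPM (2936 reads). Repeat *931* had 181 CPM (1625 reads) and *904* had 144 CPM (1297 reads). Outside the 5, repeat *993* had 172 CPM (1547 reads) in the same library.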

Focusing on the three elements (*315*, *635*, *850*) with maximal piRNA expression levels, we compared both variants of strain *101* in more detail to determine if differences in repeat profile could explain differences in cytotype. Element *315* encodes three open reading frames (ORF). According to the protein-domain structure, two ORFs appear to encode *gag* and *pol* genes. The third ORF has no homology to the described TEs and possibly encodes an *env* gene. Thus, element *315* probably represents a retroelement. Since we failed to find any homology of the *315* element to the described families of TEs in *Sophophora* subgenus we propose that this element is an exclusive resident of *Drosophila* subgenus. Element *635* has some homology to the *Invader* element of *D*. *melanogaster*, which belongs to the *Gypsy* family of LTR-containing retrotransposons. However, it has no long terminal repeats (LTRs) in its sequence. Finally, short *850* element (749 nt) doesn’t encode any ORF and seems to be non-autonomous.

Importantly, based on Southern blot and PCR analysis, these particular repeats did not undergo amplification in the neutral variant of strain *101* and both compared substrains exhibit identical restriction patterns of these elements, similar to that of *P*-like strain *160* (S7B and S7C Fig). Hence, the observed cytotype shift as well as the differences in piRNA pool to these elements apparently do not stem from differences in copy number among *101* substrains. Interestingly, we observed a significant increase of expression levels of *315* and *635* elements (*p* < 0.05; *t*-test), but not *850*, in the ovarian mRNA pool of *M*-like substrain *101* compared to the neutral substrain (Fig 7C). 

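In the *M*-like substrain of strain *101*, piRNAs to *850* were at 38.9 CPM (146 reads), those to *315* at 32.2 CPM (121 reads) and those to *635* at 3.19 CPM (12 reads). Strain *13(M)* had 172 CPM of *315* (1768 reads), 5.75 CPM of *635* (59 reads) and 0.29 CPM of *850* (3 reads). The mRNA levels and copy numbers of these elements were not analysed here.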

Overall, these results demonstrate that the capacity for these repeats to produce piRNAs is lower in the *101(M)* strain, even in the absence of movement.

What could lead to differences in the piRNA profile for these repeats between the *101(N)* and *101(M)* strains in the absence of movement? Studies of piRNA-generating loci in *Drosophila* revealed that the H3K9me3 mark, which serves as a binding site to recruit HP1a and its germline homolog Rhino, is required for transcription of dual-strand piRNA-clusters and transposon silencing in ovaries [2,28,29]. We hypothesized that a shift of the chromatin state in strain *101* modified the ability of particular genomic loci, carrying *315*, *635*, *850* elements, to produce piRNA species. These changes in piRNA profile may be an indication of a chromatin-based modification that may confer resistance to HD sterility in the neutral *101* substrain. To test this hypothesis, we estimated the levels of H3K9me3 and HP1a marks by ChIP combined with qPCR analysis in the ovaries of two cytotype variants of strain *101*. The analysis showed significant increase of H3K9me3 levels on genomic regions containing *315*, *635* and *850* elements (enrichment > 2.5, *p* < 0.05) as well as slight increase of HP1a enrichment in the neutral variant of strain *101* compared to the *M*-like substrain (Figs 7D and S8). In turn, *Ulysses* carrying regions used as a control demonstrated equal levels of the H3K9me3 mark, consistent with *Ulysses*-targeting piRNA levels being almost equal in the strain *101* variants (Fig 7D). This indicates that certain repeats have experienced shift in their chromatin profile, but that this shift is not global. 

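*Ulysses*-targeting piRNAs were at 13671 CPM in *101(N)* and 10033 CPM in *101(M)*, a ratio of 1.36-fold (1.35 to 1.38). Their log2 ratio was 0.45 on the deposited scale and -0.34 with the median ratio of all repeats set to 0, so its direction depends on the scaling. Other described TEs had ratios of 1.73-fold for *Tv1*, 1.45-fold for *Gypsy*, 1.42-fold for *NewTE6*, 1.15-fold for *Slicemaster* and 1.09-fold for *Telemac*, while *Uvir* was lower in *101(N)*, at 0.614-fold (0.482 to 0.786), and *TART*, a telomeric retrotransposon, was at 1.06-fold (1.02 to 1.11). With the median set to 0, *Gypsy*, *NewTE6*, *Slicemaster*, *Telemac* and *TART* also lay below 0, at log2 ratios of -0.25, -0.28, -0.59, -0.66 and -0.69, and *Uvir* was at -1.46. The median log2 ratio of the 7 described TEs outside the asymmetric ones was at percentile 12.4 of random lists.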

A similar phenomenon has been recently described in *I-R* HD system in *D*. *melanogaster* [30]. In that comparative analysis of two reactive strains (weak and strong), it was shown that despite having a similar number of copies of the *I*-element, these strains significantly differ by enrichment of Rhino at the *42AB* piRNA-cluster containing *I*-elements remnants. Furthermore, a lower level of *I*-element targeted piRNA species was observed in the strong-reactive strain as a result [30].

Given these differences, it is possible that these elements are the primary drivers of dysgenesis in *D*. *virilis*. To further test the hypothesis that activation of these elements could contribute to HD, we compared first piRNA levels of all these elements in the ovaries of the F1 progeny from dysgenic-like and reciprocal crosses using variants of strain *101* and *P*-like strain *160*. These experiments demonstrate that piRNAs targeting *315*, *635*, and *934* elements showed similar levels in the ovaries of F1 hybrids from dysgenic crosses (*101(N)* x *160*) and parental neutral strain *101*, but lower levels in progeny of reciprocal crosses where such piRNAs would not be maternal (*160* x *101(N)*) (Fig 7E). Thus, the maternally provisioned piRNAs complementary to *315*, *635* and *931* elements are required to stimulate the generation of the corresponding piRNAs in the progeny, as shown in other systems of HD [3,4]. However, in the analysis of steady-state mRNA levels of these TEs in the ovaries of dysgenic and reciprocal progeny of crosses between *101* substrains and *P*-like strain *160*, we failed to obtain any induction of *315*, *635* and *850* elements exceeding their levels of parental strains (Fig 7F and 7G). 

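F1 ovaries of the crosses between the *101* substrains and strain *160* gave 1 library for each direction. In the dysgenic direction, with males of strain *160*, 6844808 reads stood behind the CPM values for *101(N)* and 7164044 for *101(M)*. In the reciprocal direction, with females of strain *160*, there were 4791122 and 6591549 reads. The levels of the hybrids were set beside the library of the mother's or father's *101* substrain.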

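In the crosses with *101(N)*, piRNAs to the named repeats were higher when *101(N)* was the mother. Repeat *315* had 836 CPM in dysgenic and 53.2 CPM in reciprocal F1 (15.7-fold, 13.9 to 17.9), *635* had 250 and 6.68 CPM (37.5-fold, 26.5 to 55.0) and *931* had 117 and 4.38 CPM (26.8-fold, 17.4 to 43.5). Repeat *904* had 37.4 and 1.88 CPM, and *850* had 93.5 and 0.63 CPM (3 reads; 149-fold, 50.9 to 726). Against parental *101(N)*, the dysgenic F1 level was 0.884-fold for *315* (0.854 to 0.914), 0.767-fold for *635* (0.722 to 0.814) and 0.649-fold for *931* (0.596 to 0.707), but 0.259-fold for *904* and 0.0685-fold for *850*. Repeat *934* had 2677 CPM in dysgenic and 432 CPM in reciprocal F1 and was 3.82-fold of parental *101(N)* in the former (3.71 to 3.93). The listed repeats took 43.8% of the reads in dysgenic F1 of *101(N)* and 25.5% in parental *101(N)*. Ratios between these 2 libraries therefore depend on the scale, and they are given on the deposited one. When *101(M)* was crossed instead, *315* was at 8.79 CPM in dysgenic and 66.4 CPM in reciprocal F1. Repeat *931* went the other way in this cross, with 13.4 CPM in dysgenic and 3.19 CPM in reciprocal F1, beside 0.80 CPM in parental *101(M)*.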

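Differences between the hybrids were weakly correlated with those between the parental substrains. Across 143 repeats, the log2 ratio of *101(N)* to *101(M)* had a Spearman correlation of 0.26 with the difference between both crosses in log2 dysgenic over reciprocal (permutation test, two-sided p = 0.002 from 100000 permutations, the 1 relation tested). Without the 5 named repeats it was 0.18 (permutation test, p = 0.04), and over the alternatives the permutation p ran from 2e-05 to 0.04. Repeats are not independent replicates, and each value rests on 1 library for each cross. With mothers that differed, the correlation of the parental with the F1 ratio was 0.19, and with fathers that differed it was -0.11. Without the 5 named repeats the value for mothers was 0.10, and without all 9 repeats past 10-fold between the substrains it was 0.02 for mothers and -0.06 for fathers. Repeat *635* was also higher in dysgenic F1 of *Magarach(N)*, with 210 CPM in dysgenic and 5.05 CPM in reciprocal F1 beside 80.7 CPM in the parental strain. Repeat *931* had 100.0 CPM in dysgenic and 2.23 CPM in reciprocal F1 of strain *140*. With *13(M)*, however, *315* was not higher when this strain was the mother. The parental strain had 172 CPM of *315*, dysgenic F1 had 64.2 CPM and reciprocal F1 had 76.5 CPM. From the lower levels in reciprocal F1 of *101(N)*, the paper concludes that maternally provisioned piRNAs to *315*, *635* and *931* are required to stimulate generation of these piRNAs in the progeny.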

On the contrary, the ovaries of F1 hybrids from the reciprocal (non-dysgenic) crosses involving strains *101(N)* males and *160(P)* females showed even significantly higher expression levels of these elements in comparison to dysgenic ones. Moreover, the dysgenic and reciprocal hybrids of *M*-like substrain *101* and strain *160(P)* showed no differences in the mRNA levels of the studied elements (Fig 7F and 7G). These results indicate that activation of these elements *per se* is unlikely to be causative to HD because *101(N)* and *101(M)* have identical TE profiles. We therefore considered the possibility that what distinguishes strain *101(N)* from *101(M)* may have an epigenetic basis or, alternately, an unknown genetic change that alters repeat chromatin. If so, then lack of piRNAs to these elements in *101(M)* could explain the *M-*cytotype. To test this, we compared piRNA levels and family level abundance with inducer strain *160(P)*. Critically, none of these elements show increased piRNA levels in strain *160(P)* compared to strain *9(M)* (Fig 7H). Thus, asymmetry in the piRNA pool for these particular elements is not a necessary condition for dysgenesis.

According to the recent studies differences in parental expression levels of genic piRNAs may contribute to the dysgenic manifestations in the progeny [18,30]. With this in mind, we compared the expression of genic piRNAs in the ovaries of both *101* substrains and did not observe significant differences in their levels (S9A Fig). Ping-pong of genic piRNA profiles are also exhibit high similarity between these strains (S9B Fig). Based on these data, we concluded that differences in genic piRNAs unlikely have impact on the observed cytotype shift.

Overall, we have shown that the enrichment of heterochromatic marks (H3K9me3 and HP1a) in the genomic regions containing *315*, *635* and *850* elements is significantly lower in *M*-like variant of strain *101* compared to neutral one. Together, these data provide further evidence that the mechanism of maternal repression may significantly vary among strains. However, additional experiments involving Rhino ChIP and genome sequencing of strain *101* are needed to clearly prove this assumption and identify the loci responsible for the enhanced piRNA production in one of the two *101* substrains.

### Ovarian levels of mRNA and complementary piRNAs for many asymmetric TEs are similar in dysgenic and reciprocal hybrids of *D*. *virilis*

One of the main consequences of activation of a particular asymmetric TE in the progeny of dysgenic crosses is their expression level excess compared to both paternal strains and reciprocal hybrids [3,15,18,31]. Studies of the *I-R* syndrome of HD in *D*. *melanogaster* demonstrate higher expression of the *I*-element in the F1 progeny from dysgenic crosses compared to reciprocal ones [3,30,31]. This is due to the maternal deposition of piRNAs targeting the *I*-element and its effective silencing in only one direction of the cross. Additionally, various studies of HD systems, including the *D*. *virilis* syndrome, demonstrated that transgenerational inheritance of piRNAs is able to trigger piRNA expression in the next generation by changing the chromatin of piRNA-clusters due to paramutation [3,4,32–34]. However, a pattern of higher TE expression in the absence of complementary maternal piRNA is less apparent in *D*. *virilis*. Despite strain asymmetry in genomic content and piRNA abundance of *Penelope* and several other TEs, germline piRNA pools do not differ drastically between reciprocal F1 progeny, with the exception of *Helena* element [18]. 

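piRNAs were measured in F1 ovaries from crosses of strain *160* with 6 partner strains, *13(M)*, *101(M)*, *140(N)*, *Argentina(N)*, *Magarach(N)* and *101(N)*. Each partner gave 1 dysgenic library (partner females, *160* males) and 1 reciprocal library (*160* females), so there were 12 libraries. Between 3020464 and 7164044 reads stood behind the CPM values, with a median of 5629357, and the listed repeats took 41.2% to 46.3% of it. The 6 partner strains served as replicates of cross direction, and each pair of libraries with the same partner was a block. Of these, *101(M)* and *101(N)* are substrains of 1 strain, and the Spearman correlation of their reciprocal F1 libraries was 0.989, so the 6 pairs are not fully independent, although the tests count them as separate. Levels on the scale of log2(CPM + 1) were tested with limma for 148 repeats with 25 CPM or more in at least 1 of these libraries, with Benjamini-Hochberg adjusted p under 0.05. *Penelope*, *Paris*, *Polyphemus*, *Helena* and *Ulysses* were also tested with an exact two-sided sign-flip test over the 6 pairs, which cannot give a p below 0.031. Fold changes on this scale understate the change of repeats at low levels.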

We therefore sought to determine whether this atypical pattern was also observed in crosses with other strains, focusing on asymmetric *Penelope*, *Paris*, *Polyphemus* and *Helena* as well as *Ulysses* present in all strains.

As expected, ovarian mRNA levels revealed a complete correspondence with the piRNA expression levels among strains (Figs 8A, 2A and 2B). For example, we detected both *Penelope* mRNA and piRNA expression in *140(N)* and *Argentina(N)*, but neither were evident in *Magarach(N)* and *101(N)*. However, in all cases when females from *M*-like strains are crossed with strain *160* males, ovarian levels of expression are uniformly significantly higher for only one asymmetric TE–*Polyphemus* (fold change 3, 5, 3.5, *p* < 0.05, *t*-test, in dysgenic hybrids with strains *9(M)*, *13(M)* and *101(M)*, respectively) (Fig 8B and 8C). 

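*Penelope*-derived piRNAs in *Magarach(N)* were at 127 CPM (401 reads, 115 to 140). Strain *13(M)* was at 115 CPM (1183 reads, 109 to 122). The mRNA levels were not analysed here.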

In most cases the observed differences in expression for *Penelope* and *Paris* elements in the ovaries of dysgenic and reciprocal hybrids were not dramatic and when exist rarely exceed 1.5–2 fold. Moreover, in the crosses involving neutral strains and strain *160*, we failed to detect any characteristic differences in TEs expression between reciprocal hybrids (Fig 8B and 8C). Thus, independent of maternal piRNA profile, all reciprocal crosses with neutral strains show similar levels of expression. However, the two variants of strain *101* give different results when crossed with *P*-like strain *160*. In spite of the fact that *101* substrains contain equal levels of piRNAs complementary to the HD-implicated TEs, in the case of the *M*-like variant we observed higher levels of expression in the dysgenic hybrids for *Penelope* (fold change 3; *p* < 0.05, *t*-test) and *Polyphemus* (fold change 3.5, *p* < 0.05, *t*-test). Moreover, increase of *Ulysses* element (found in all *D*. *virilis* strains) expression (fold change 3, *p* < 0.05, *t*-test) was demonstrated in the dysgenic ovaries of *13(M)* and *160(P)* hybrids (S10A Fig). These results demonstrate that factors other than maternal piRNA abundance lead to variation in resident TE expression in crosses between strain *160* and *101* substrains. 

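For the TEs implicated in HD, the level in *101(N)* was somewhat above that in *101(M)*, by about as much as for the median repeat. The ratio of *101(N)* to *101(M)* was 1.88-fold for *Penelope* (1.70 to 2.09), 2.04-fold for *Paris* (1.70 to 2.45) and 2.17-fold for *Polyphemus* (1.65 to 2.89). With the median log2 ratio of all repeats set to 0, the log2 ratios were 0.12, 0.22 and 0.29. *Helena* was under 25 CPM in both substrains. As a list, these TEs stood at percentile 36.0 of random lists. The substrains have 1 library each, so no test of these ratios was possible.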

For the neutral *101* strain, we failed to detect significant differences in the hybrids from both directions of crosses for any of TEs tested (Fig 8B).

**Fig 8:**
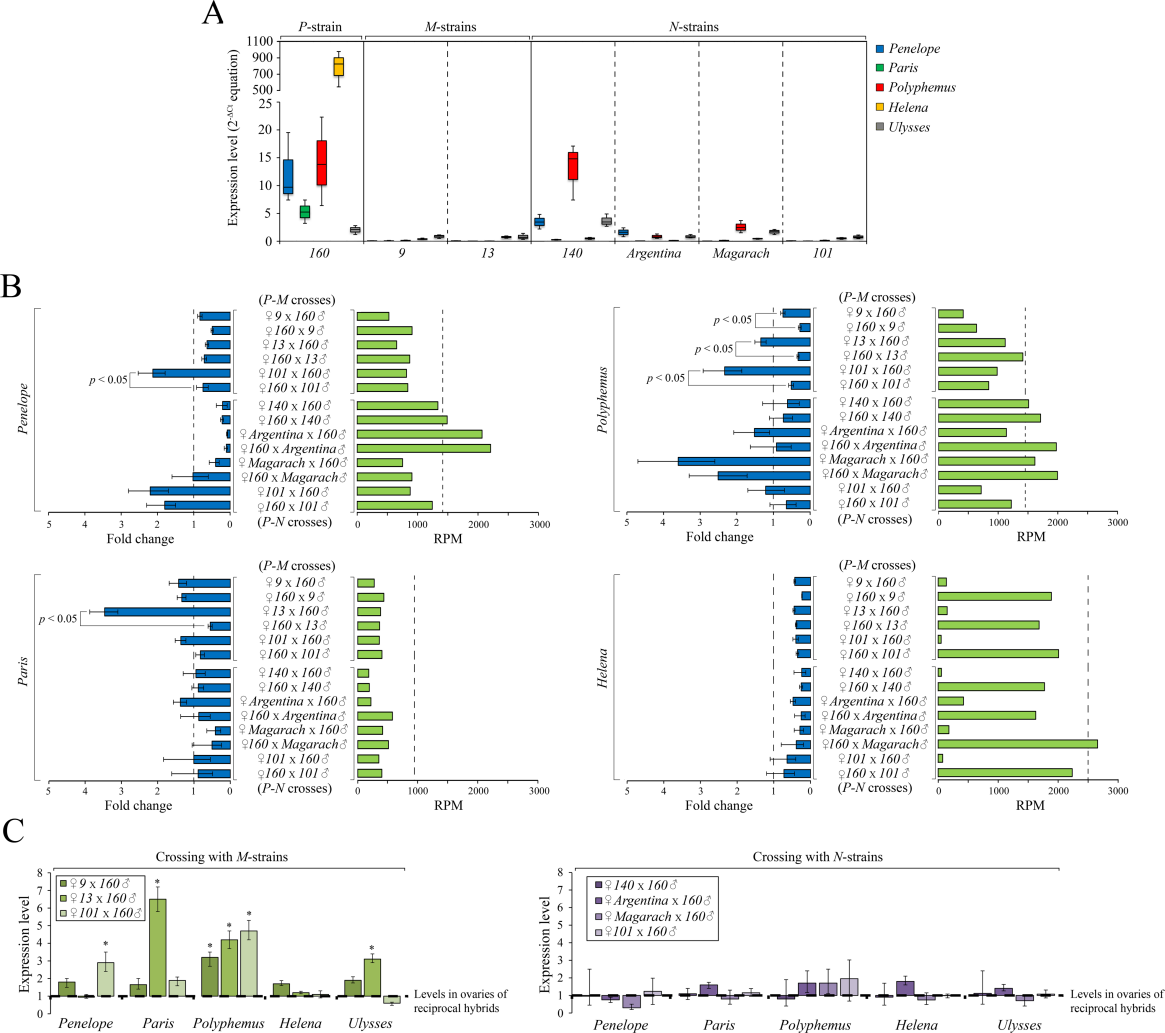
Comparative analysis of a set of HD-implicated TEs in the ovaries of dysgenic and reciprocal hybrids. A) Expression levels of *Penelope*, *Paris*, *Polyphemus*, *Helena* and *Ulysses* among the studied *P*-like, *M*-like and neutral strain. B) mRNA and piRNAs expression levels in the ovaries of the progeny from dysgenic and reciprocal hybrids. At the left—expression levels of indicated TEs relative to the level in *P*-strain *160*. At the right–normalized piRNAs expression levels. The dotted line indicates level in *P*-strain *160*. *P*-values were calculated using *t*-test. C) Expression level of *Penelope*, *Paris*, *Polyphemus*, *Helena* and *Ulysses* in the ovaries of dysgenic crosses compared to reciprocal ones. *P*-values were calculated using *t*-test.

With the exception of a few TEs and repeats, piRNA abundance in the ovaries from dysgenic and reciprocal progeny exhibited no drastic differences including piRNAs complementary to asymmetric TEs (Figs 8B and S11). 

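Most repeats had similar levels in both directions of cross, and 10 of 148 differed at an adjusted p under 0.05 from limma. Of these, 7 were lower in dysgenic F1, *681*, *656*, *Helena*, *718*, *810*, *886* and *963*, and 3 were higher, *989*, *514* and *741*. Repeat *681* fell furthest, to a mean of 3.40 CPM in dysgenic from 182 CPM in reciprocal F1 (log2 fold change -5.51, SE 0.36, adjusted p = 2.7e-05 from limma, lower in 6 of 6 pairs). Repeat *656* had a log2 fold change of -4.28 (SE 0.54, adjusted p = 0.0019 from limma, 6 of 6 pairs) and *718* one of -3.50 (SE 0.62, adjusted p = 0.012, 6 of 6 pairs). Smaller decreases were found for *810* (-2.31), *886* (-1.87) and *963* (-1.25), each in 6 of 6 pairs. Repeat *989* rose by 1.30 on the log2 scale (SE 0.21, adjusted p = 0.0080 from limma, 6 of 6 pairs).

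**Figure D3:**
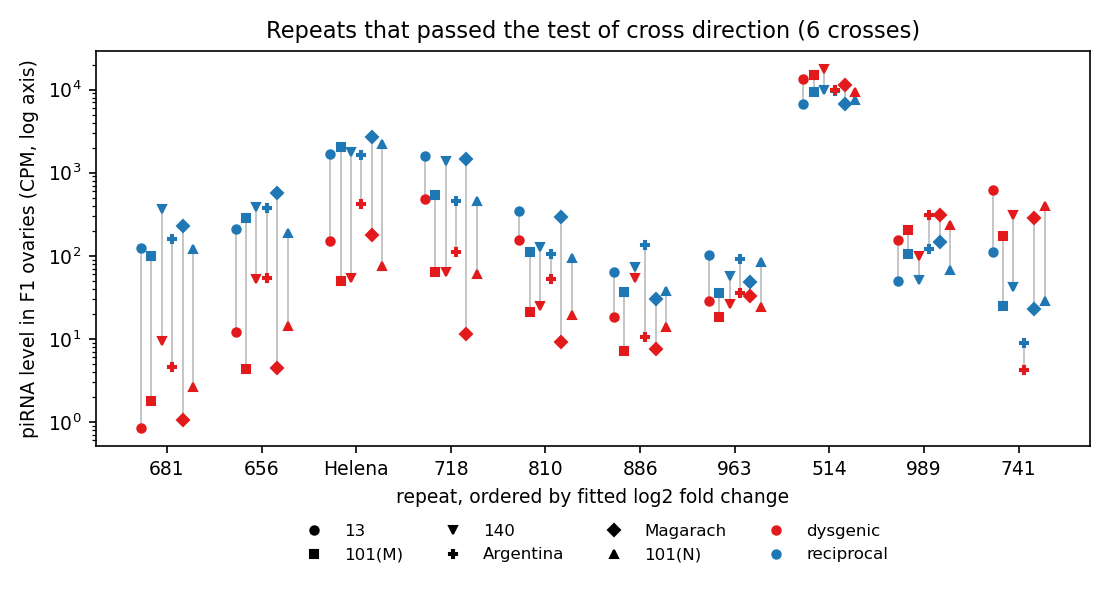
Level of piRNAs (CPM, log axis) in dysgenic and reciprocal F1 for the 10 repeats that passed the test. For each of the 6 partner strains, a line joins the dysgenic and the reciprocal point. Repeat *741* is higher in 5 of 6 pairs, and the other 9 go one way in every pair.

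Repeat *514* rose by 0.61 (SE 0.14, adjusted p = 0.032 from limma, 6 of 6 pairs) and *741* by 2.42 (SE 0.58, adjusted p = 0.041, 5 of 6 pairs). At an unadjusted p under 0.05 there were 26 repeats. Of the 7 described TEs outside the asymmetric ones, 0 passed the limma test, and 0 when adjusted over the list alone (camera adjusted p = 0.77 for the set). In single crosses, between 3 repeats (*Argentina*) and 14 (*101(N)*) were past 10-fold in either direction, and the Spearman correlation of both directions ran from 0.904 to 0.960. Over 14 alternatives, *681*, *656* and *Helena* kept their call in each, *989* lost it in 1, *718* in 2, *810* in 4, *886* and *963* in 6 each, *514* in 8 and *741* in 9. Without the *Argentina* pair, 8 repeats were higher and 8 lower.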

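*Helena*-derived piRNAs were lower in dysgenic than in reciprocal F1 in 6 of 6 pairs. Their mean was 155 ± 141 CPM in dysgenic and 2001 ± 396 CPM in reciprocal F1 (SD, n = 6), a log2 fold change of -4.09 (SE 0.42, adjusted p = 0.00055 from limma). The exact two-sided sign-flip test gave p = 0.031, the smallest it can give, and 0.078 after adjustment over the 5 elements tested. By partner strain, the reciprocal level exceeded the dysgenic one 11.2-fold in *13(M)*, 40.4-fold in *101(M)*, 33.1-fold in *140(N)*, 3.86-fold in *Argentina(N)*, 14.9-fold in *Magarach(N)* and 29.9-fold in *101(N)*. With the 4 partners that have a parental library, *13(M)*, *101(M)*, *Magarach(N)* and *101(N)*, the dysgenic hybrids had 3.23-fold to 8.55-fold the level of their mother's strain. The lowest of these ratios was that of *101(M)*. The listed repeats took 16.0% of the reads in parental *101(M)* and 45.5% in its dysgenic F1. These ratios are on the deposited scale and depend on it, so they do not show a rise particular to *Helena*. Of the 4 asymmetric TEs, 1 was lower in dysgenic F1 and 3 did not pass the test (1 when adjusted over the list alone). As a set they were lower with limma's camera (adjusted p = 0.0028), and the adjusted p = 0.052 with an estimated correlation. With fry, another list test of limma, the adjusted p was 0.00045. The set result rests largely on *Helena*, since the mean log2 fold change of the set was -1.26 and its median -0.35.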

Surprisingly, *Helena*, which maintains high level of asymmetry of the maternal pool of piRNAs in the progeny, exhibits very similar levels of correspondent mRNA expression in the hybrids obtained in both directions of crosses (Fig 8B). In spite of overall similarity, piRNA pools in the ovaries of F1 progeny are able to comprise significantly different number of ping-pong pairs to all of transposons studied (S10B Fig). For example, in the ovaries from dysgenic progeny (strain *160* males) with strains *9(M)* and *Argentina(N)* females, the number of ping-pong pairs to *Penelope*, *Paris* and *Polyphemus* was 2-3-fold lower than in the ovaries from reciprocal hybrids (S10B Fig). We have also found that enrichment of the H3K9me3 mark on *Penelope*, *Paris*, *Polyphemus* and *Helena* sequences does not differ significantly in the F1 progeny of dysgenic and reciprocal crosses (S10C Fig). Thus, we propose that piRNA-mediated transcriptional gene silencing of these HD-implicated TEs is similar in both directions of crosses and maternally provisioned piRNAs to these TEs are not necessary to stimulate the production of correspondent piRNA species in the progeny. These results are in agreement with recently published data [18].

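piRNAs to *Penelope*, *Paris* and *Polyphemus* differed far less between the directions of cross than those to *Helena*, and were on average 1.19-fold, 1.27-fold and 1.28-fold lower in dysgenic F1. *Penelope* was at 1084 ± 537 CPM in dysgenic and 1259 ± 531 CPM in reciprocal F1 (SD, n = 6), a mean log2 ratio of -0.25 that was below 0 in 6 of 6 pairs (exact sign-flip test, two-sided p = 0.031, adjusted p = 0.078). *Paris* had a mean log2 ratio of -0.34, below 0 in 5 of 6 pairs (exact sign-flip p = 0.0625, adjusted p = 0.10), and *Polyphemus* one of -0.36, below 0 in 5 of 6 pairs (exact sign-flip p = 0.094, adjusted p = 0.12). Without the *Argentina* pair the mean of *Paris* was -0.13. *Ulysses* had a mean log2 ratio of 0.11, above 0 in 4 of 6 pairs (exact sign-flip p = 0.31). The adjusted sign-flip p can fall under 0.05 only if at least 4 of the 5 elements reach the smallest p, so not passing it does not show equal levels. With limma the adjusted p was 0.32 for *Penelope*, 0.42 for *Paris* and 0.31 for *Polyphemus*.
The dysgenic hybrids had more of these piRNAs than the strain of the mother. Over the 4 partner strains with a parental library, *Polyphemus*-targeted piRNAs were 1.97-fold (*Magarach(N)*) to 58.5-fold (*101(M)*, 45.6 to 76.2) of the mother's strain, *Paris*-related ones 1.51-fold (*Magarach(N)*) to 50.6-fold (*13(M)*, 40.3 to 64.5) and *Penelope*-derived ones 3.88-fold (*101(N)*) to 6.80-fold (*101(M)*). *Ulysses* also rose, from 1.31-fold with *13(M)* to 4.32-fold with *101(M)*. The listed repeats as a whole also took a larger share of the reads in each F1 library than in any parental library of the partner strains. Of the 10 TEs of Fig 2C, 1 (*Helena*) was lower in dysgenic F1 and 9 did not pass the test (1 when adjusted over the list alone). For a lower set camera gave an adjusted p = 0.00056, and the adjusted p = 0.052 with an estimated correlation and 0.0057 with fry. With *13(M)* alone, 4 of the 10 were at least 10-fold lower in dysgenic F1. Their median log2 ratio there was -2.05, at percentile 0.09 of random lists. With the other partners it was -0.59 to -0.16, and 1 or 2 were at least 10-fold lower. The study picked this list against strains *9* and *13*, so it is not independent evidence. From the similarity of piRNA levels, and of H3K9me3 enrichment that was not analysed here, the paper proposes that maternally provisioned piRNAs to these TEs are not necessary to stimulate production of the corresponding piRNAs in the progeny.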

In summary, it should be emphasized that in contrast to the *I-R* system in *D*. *melanogaster*, where maternal deposition of *I*-element piRNAs results in dramatic increase of piRNA expression targeting *I*-element in the progeny and efficient suppression of *I*-element activity, in *D*. *virilis* maternally provisioned piRNAs do not always guarantee efficient generation of the correspondent piRNAs in the progeny to maintain silencing of complementary TEs and provide adaptive genome defense. We conclude that in *D*. *virilis* the determination of asymmetric TEs expression levels in the ovaries of the progeny from dysgenic and reciprocal crosses does not allow one to unambiguously assign causality for HD to specific TE families. This fact points to an alternate mode of HD in *D*. *virilis*.

## Conclusions

The standard explanation for the phenomenon of hybrid dysgenesis is that TEs inherited paternally become germline activated in the absence of maternal piRNA. Here, however, we suggest that repression of paternal TEs by maternal piRNA may not be the sole mechanism of protection against this form of hybrid sterility. Using the *D*. *virilis* system of HD as a model, we have demonstrated that neutral strains exhibiting “immunity” to hybrid dysgenesis in *D*. *virilis* do not share a consistent pattern of piRNAs complementary to TEs likely causative of dysgenesis. 

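The *N*-strains *101(N)* and *Magarach(N)* were set against the *M*-like libraries *13(M)*, *101(M)* and *9(w3)*, with strains as replicates. The substrains *101(N)* and *101(M)* share their origin and stand in opposite groups (Spearman correlation 0.943), so these replicates are not independent, and the values of *9(w3)* carry more decimals than those of the other libraries. Of 141 repeats, 0 passed an adjusted p under 0.05 with limma, and 3 had an unadjusted p under 0.05. These were *635* (log2 fold change 4.29, SE 1.30), *608* (5.16, SE 1.99) and *941* (3.35, SE 1.37), all higher in the *N*-strains, each with an adjusted p = 0.98 from limma. Of 9 measured TEs of the 10 in Fig 2C, 0 passed, and as a set they were higher in the *N*-strains with camera (adjusted p = 0.0059), with an adjusted p = 0.25 with an estimated correlation. The study picked this list against strains *9* and *13*, and *13(M)* and *9(w3)* are in the *M*-like group here, so a higher level in the *N*-strains is partly built into it. The asymmetric TEs had a camera adjusted p = 0.076, and the described TEs outside them were lower (camera adjusted p = 0.0059). With an estimated correlation the adjusted p was 0.25 for each. With fry it was 0.39 for each of these 2 lists and for the 10 TEs. Without *101(M)*, repeat *608* was higher (adjusted p = 0.032 from limma). The *M*-like group then holds only *13(M)* and *9(w3)*, of the strains against which the study picked *608*. This call is therefore not independent evidence.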

Strikingly, the introduction and propagation of one presumably causal TE (*Penelope*) in the genome of *M*-like strain does not even change the cytotype of the transformed strains. Finally, we identified a shift of cytotype from *N* to *M* that occurred in a strain without changes in the expression or copy number of asymmetric TEs implicated in HD. 

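The number of repeats with at least 25 CPM of piRNAs was 127 in strain *101(N)* and 113 in *Magarach(N)*. It was 104 in *13(M)*, 109 in *101(M)* and 115 in *9(w3)*, so the ranges of both cytotypes overlap through *9(w3)* only. The listed repeats took 45.7% of the reads in *9(w3)* and 16.0% to 34.8% in the parental libraries. Its values also carry more decimals. A count at a fixed 25 CPM is therefore not on the same footing in *9(w3)*, and the overlap decides nothing. Against *13(M)*, 12 of 120 repeats were at least 10-fold higher and 3 at least 10-fold lower in *Magarach(N)*. In *101(N)*, 24 of 133 were higher and 5 lower. In the *M*-like substrain *101(M)*, 13 of 123 were higher and 12 lower than in *13(M)*. Repeat *620* had 898 CPM in *101(N)* and 537 CPM in *101(M)* against 3.31 CPM in *13(M)*, and *702* had 446 and 167 CPM against 5.36 CPM.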

The observed “immunity” of neutral strains to HD manifestations is apparently established by an increased repertoire of repeats that become targets for piRNA biogenesis as well as a modified chromatin state of several genomic regions compared to *M*-like strains. These studies suggest that hybrid dysgenesis in *D*. *virilis* cannot be solely explained by the well-established “hybrid dysgenesis paradigm”, developed in *D*. *melanogaster*. Rather, other properties of the genome contribute to maternal protection. The precise molecular mechanisms underlying “susceptibility” of *D*. *virilis* strains to TEs invasion requires further investigation.

## Materials and methods

### Fly strains and crosses

Seven *D*. *virilis* strains, namely *9* (Batumi, Georgia), *13* (Krasnodar, Russia), *101* (Japan), *Argentina* (Argentina), *Magarach* (Crimea, Russia), *140* (laboratory strain) and laboratory strain *160* were used in this study. Original fly stocks are available in the Stock Center of Koltzov Insitute of Developmental Biology RAS. In addition, two previously described *165* and *247* strains [19] were used, designated in this paper as *Tf1* and *Tf2*, respectively. These strains were obtained as a result of transgenesis of the full copy of *Penelope* retroelement into *9* strain (19). All flies were reared on standard agar-yeast-sugar-raisins medium at the constant temperature regime (25°C). Since the start of monitoring for cytotype shift (2011) stocks of both substrains of *101* (from the Stock Center of Koltzov Institute of Developmental Biology RAS and ours) are reared on the same medium and an equivalent population size (not more than 20 flies per vial) has been maintained.

The dysgenic crosses involved males of *P*-like *160* strain and females of all aforementioned strains (*9*, *13*, *101*, *Argentina*, *Magarach* and *140*). As a control, reciprocal crosses were performed. Monitoring and counting of gonadal atrophy were conducted as described [11].

### Small RNA libraries sequencing and bioinformatic analysis

Total RNA was extracted from ovaries of 7–10 days old females using Extract RNA reagent (Evrogen, Russia). Total RNA was extracted from both *101* substrains after the second confirmation of cytotype shift in 2016. To prepare the small RNA fraction for cloning, total RNA from ovaries (~ 25 μg) was separated, using 15% polyacrylamide gel electrophoresis containing 8 M Urea. After incubation in an ethidium bromide solution (0.5 μg/ml), gel fragments corresponding to the small RNA fraction were excised, using chemically synthesized RNA corresponding to 21 and 29 nts as size markers. Cloning of small RNA libraries was performed by Illumina TruSeq Small RNA prep kit (Illumina, USA) according to the manufacturer’s protocol. Sequencing was conducted on an Illumina NextSeq 500 platform.

As a result of deep-sequencing we obtained 5–14 million reads of small RNAs for each library. Pre-processing procedure included: 3’-adapter trimming, filtration of reads by length (>18 nt) and quality (80% of nt have ≥ 20 Phred quality). Pre-processed reads were further subjected to subtraction of reads matching to all rRNA, tRNA, snRNA and miRNA sequences. The selected reads were mapped to the latest release of *D*. *virilis* genome by Bowtie [35], requiring a perfect match. In order to identify siRNAs and piRNAs, the sequenced reads were mapped to the canonical sequences of TEs obtained from combined libraries of annotated and computationally predicted *D*. *virilis* transposons and repeats sequences [18]. In addition, recently described *DAIBAM MITE* (GenBank: EU280326) and *Tetris* (GenBank: KF723713.1; KF723710.1) elements sequences were considered [36,37]. For genic piRNAs mapping the latest annotation of *D*. *virilis* transcripts was used (r1.06) and the alignment performed with requirement of perfect match. Less than 25 CPM of mapped siRNAs and piRNAs per transposons or transcripts were considered as lowly expressed and discarded. Length distribution and counting of siRNAs and piRNAs reads, nucleotide biases, ping-pong signatures, coverage of transposon sequence by piRNAs were analyzed with accordance to the well-described technique [23,38] using custom scripts written in Python. Venn diagrams were made using Venny 2.1 (http://bioinfogp.cnb.csic.es/tools/venny/). Scatter plots were created using Plotly (https://plot.ly).

### Quantitative PCR

For analysis, cDNA was prepared from 2 μg Turbo-DNAase (Ambion, USA) treated total RNA using oligo(dT) primer and MMLV reverse transcriptase (Evrogen, Russia). PCR was performed on ABI PRISM 7500 System (Applied Biosystems, USA). Detection of amplification products was carried out using SYBR Green 1 with the presence of ROX reference dye (Evrogen, Russia) in accordance with the manufacturer’s protocol. Quantification was normalized to ubiquitously expressed *rp49* gene and calculation of relative expression levels was performed using the equation 2^-ddCt^. Specificity of amplified products was verified by sequencing as well as melting curve analysis. The resulting value of the expression level for each sample was determined basing on at least three biological replicates. Sequences of used primers are shown in S1 Table.

### Whole mount *in situ* RNA hybridization

Dissection of ovaries, fixation, Proteinase K treatment, re-fixation and hybridization steps were performed as described [24].

Matrices for probe preparation were prepared by PCR (sequences of used primers are shown in S1 Table) of genomic DNA of *160* strain. Labeling of RNA probes with DIG-11-UTP (Roche, France) was made by MAXIscript T7 kit (Ambion, USA). Anti-DIG-AP antibodies (Roche, France) were used in 1:2000 dilution. Images obtained by binocular microscope Nikon Alphaphot-2 YS2 (Japan).

### Southern blotting

To analyze genomic TE profiles, DNA samples (~ 10 μg) were digested by restriction enzymes (*Penelope*–SacI; *Paris*, *Polyphemus* and *850* –PvuII; *Helena*–XbaI; *315* –NcoI; *635* –PvuI), fractionated through 0.8% agarose gel and transferred onto Hybond-XL membrane (Amersham Biosciences, USA). Hybridization was carried out at 60°C overnight in solution containing 6xSSC, 10 mM EDTA, 0.5% SDS and 5x Denhardt’s solution. The PCR-prepared matrices were used for probe preparation. Primers can be found in S1 Table. Labeling of probe with (P32)-dATP was performed using Decalabel kit (Thermo Scientific, USA).

### Semiquantitative PCR of genomic DNA

PCR was performed, in addition to Southern analysis, to compare the presence of full copies of TEs in the genomes of *160*, *9*, *101(N)* and *101(M)* strains. Amplification was performed using ScreenMix kit (Evrogen, Russia). PCR products were separated in 1.5% agarose gel including ethidium bromide (0.5 μg/ml) for detection. Reaction using primers to *rp49* gene represents a loading control. Used primers were the same as for probe preparation in previously described hybridization procedure.

### Chromatin immunoprecipitation and quantitative PCR analysis

Chromatin from *Drosophila* ovaries (~ 100 pairs for each IP experiment) was extracted and immunoprecipitated according to the published protocol [39]. ChIP experiments were carried out using commercially available antibodies anti-H3K9me3 (ab8898) (Abcam, UK) and anti-HP1a (C1A9) (DSHB). To bind antibodies Pierce protein A/G agarose (Thermo Fisher Scientific, USA) was used. Quantitative PCR was applied to evaluate the protein enrichment in the genomic loci. Percent of precipitated chromatin was calculated according to input values following normalization to actively transcribed *rp49* gene. The resulting value represents the mean of two biological replicates. The error is indicated by the standard error of mean (SEM). Primer sequences are presented in S1 Table.

### Statistical analysis

Student’s *t*-test was used to compare groups with each other (qPCR and ChIP-qPCR data). *P-values* ≤ 0.05 were considered statistically significant.

## Supporting information

S1 Fig Comparative analysis of the ovarian siRNA expression between *P*-like strain *160* and both *M*- and neutral (*N*) strains studied. A) and B) Scatter plots represent the result of pairwise comparison of normalized siRNAs (21 nt) in *P*-strain *160* versus *M*-like strains *9* and *13*, and in *P*-strain *160* versus *N*-strains *140*, *Argentina*, *Magarach* and *101*, respectively. Diagonal lines indicate 10-fold levels of difference. Gray dots indicate the TEs exhibiting more than 10-fold greater level of siRNAs between the pair of comparison. The results of Spearman’s correlation tests (R) are demonstrated. C) Venn diagram depicts differences and similarities in a number of TEs exhibiting 10-fold greater siRNA expression level in *M*-strains *9* and *13* in comparison with *P*-strain *160*.
(TIF)

S2 Fig The signature of secondary processing (ping-pong amplification) of piRNAs targeting selected ten significant TEs in *P*-strain *160* and studied neutral strains. *M*-strains were not plotted due to a very small expression of piRNAs and inability to calculate ping-pong signal.
(TIF)

S3 Fig Whole-mount *in situ* RNA hybridization of sense transcripts of *Polyphemus, Paris and Helena* and *Paris* in the ovaries of *D. virilis* strain *160*.

S4 Fig Matching of piRNAs to canonical sequence of selected ten essential TEs in *P*-strain *160* and studied neutral strains. Number of mismatches (up to 3) to active element are indicated; piRNAs are split into sense (S) and antisense (AS) species.
(TIF)

S5 Fig Relative quantities of normalized siRNA (21 nt) and piRNA (23–29 nt) fractions homologous to *Penelope* in the ovarian pool of indicated strains.

S6 Fig Semiquantitative PCR of *Penelope, Paris, Polyphemus* and *Helena* of genomic DNA of *160(P)*, *9(M)*, *101(M)* and *101(N)* strains. Primers correspond to the middle region of indicated TEs. *Rp49* gene serves as a loading control.
(TIF)

S7 Fig Matching of piRNAs and genomic abundance of *315*, *635* and *850* elements in substrains of *101*. A) Mapping of *315*, *635*, *850*, *904* and *931*-piRNAs to canonical sequence of the element in strain 101(N). B) Southern-blot analysis of genomic DNA of *160(P)*, *101(M)* and *101(N)* strains. C) Semiquantitative PCR of *315*, *635* and *850* elements of genomic DNA of *160(P)*, *101(M)* and *101(N)* strains. Primers correspond to the middle region of indicated TEs. *Rp49* gene serves as a loading control.
(TIF)

S8 Fig Enrichment of HP1a on the genomic loci carrying *315*, *635* and *850* using ChIP-qPCR on ovaries of substrains *101*.

S9 Fig Genic piRNAs analysis in the substrains of *101*. **A)** Scatter plot represents the result of comparison of normalized piRNAs (23–29 nt) in *101M* and *101N* strains. Diagonal lines indicate 10-fold levels of difference. The results of Spearman’s correlation tests (R) are demonstrated. B) At the left–number of consitituted ping-pong pairs; at the right–frequency of overlapped piRNAs.
(TIF)

S10 Fig Comparative analysis of *Ulysses* and secondary piRNAs in the ovaries of dysgenic and reciprocal hybrids. A) mRNA and piRNAs expression levels in the ovaries of the progeny from dysgenic and reciprocal hybrids. At the left—expression levels of indicated TEs relative to the level in *P*-strain *160*. At the right–normalized piRNAs expression levels. The dotted line indicates level in *P*-strain *160*. P-values were calculated using *t*-test. B) The ratio of constituted ping-pong pairs between the dysgenic and reciprocal hybrids. C) H3K9me3 ChIP-qPCR on ovaries of dysgenic and reciprocal hybrids involving *P*-strain *160* and *M*-like strain *9*.
(TIF)

S11 Fig Comparative analysis of the ovarian piRNA profiles between dysgenic and reciprocal crosses involving strain *160* and both *M*- and neutral *(N)* strains. A) and B) Scatter plots represent the result of pairwise comparison of normalized piRNAs (23–29 nt) between dysgenic and reciprocal ovaries of strain *160* and *M*-strains and *160* and *N*-strains, respectively. Diagonal lines indicate 10-fold levels of difference. All the TEs that exceed 10-fold line are marked as gray dots. The results of Spearman’s correlation tests (R) are shown.
(TIF)

S1 Table Primers used in the study.

How the deposited data were processed for this re-analysis (not part of the article)

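Small RNAs from ovaries of *D. virilis* flies aged 7 to 10 days were sequenced by the authors in 19 libraries, 1 library for each condition. They comprise the parental strains *13(M)*, *101(M)*, *101(N)* and *Magarach(N)*, the recipient strain *9(w3)* with its transgenic derivatives *Tf1* and *Tf2*, and F1 hybrids of strain *160* with 6 partner strains in both directions of cross. By the Methods, the authors trimmed the adapter, kept reads longer than 18 nt with 80% of nucleotides at Phred 20 or more, removed reads that match rRNA, tRNA, snRNA and miRNA, and aligned the rest with Bowtie (version not stated in the text) to a combined library of TEs and repeats. The authors deposited the values as CPM, normalized per 1000000 reads, for piRNAs of 23 to 29 nt with up to 3 mismatches on both strands. Which reads the 1000000 refers to is not stated. The table holds 224 TEs and repeats in 2 blocks of libraries, which spell 13 names differently, and 0 of its entries were left out on loading. *Helena*, *Gypsy* and the repeats known by number were matched to the entries that carry these names with a prefix or suffix.

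The low values of each library are multiples of 1 step, taken as the CPM of 1 read, and 100.0% of the low values tested in each library were whole within 0.1 read. This puts 3020464 to 11291356 reads behind the CPM values (median 6591549), with 3149500 to 10268833 in the parental libraries and 3020464 to 7164044 in F1. At the lowest depth, 3 reads equal 0.993 CPM. Exact 95% intervals (Poisson for 1 level, conditional binomial for a ratio) were computed from these reads; they cover counting error only.

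Pairs of libraries without replicates were compared by the ratio of CPM + 1, over repeats with 25 CPM or more in at least 1 of both, with a threshold of 10-fold and no p-value. For cross direction, the 6 partner strains served as replicates: by the design of the crosses, the dysgenic and the reciprocal library of a partner share both parental genotypes, and this pairing was the block; *101(M)* and *101(N)*, substrains of 1 strain, counted as separate partners. Values of log2(CPM + 1) were fitted with limma 3.58.1 (R 4.3.3; empirical Bayes with trend, Benjamini-Hochberg adjusted p under 0.05), as were the interaction of direction with partner cytotype and the comparison of 2 *N*-strains with 3 *M*-like strains. Because the values are normalized and not read counts, no count model was used. *Penelope*, *Paris*, *Polyphemus*, *Helena* and *Ulysses* were tested with exact sign-flip tests over 6 pairs, and the relation of parental to F1 differences in the *101* crosses with 100000 permutations; both tests were two-sided. Lists of TEs were tested in the limma fits with camera (fixed and estimated correlation) and with fry, another list test of limma. Elsewhere they were tested against 10000 random lists of similar mean level. Camera with a fixed correlation and fry disagreed on several lists. Between *N*- and *M*-like strains fry gave an adjusted p = 0.39 for each list. The lists were the asymmetric TEs, the 10 TEs of Fig 2C, the 5 repeats of the *101* substrains, and 7 described TEs outside the asymmetric ones. Lists of telomeric or satellite repeats and of *Gypsy* entries were drawn up too, but with 1 matched entry each they were not tested. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

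Repeats are named by a rule: each one that the paper names in its text, S1 Table or the labels of Figs 2 and 7, whose values in these figures had been seen; in each limma test the 10 largest changes that passed, or the 3 with the smallest p where none did; and in each pair of libraries the 5 largest ratios each way past 10-fold, or the single largest each way where none was past it. A named repeat needed 25 CPM in at least 1 library of the comparison. Repeats named outside the rule in observations on single libraries were chosen after their values were seen.

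The alternatives were pseudocounts of 0.1 and 5 CPM, no filter, a filter of 100 CPM, thresholds of 5-fold and 20-fold, a rescaling that sets the median log2 ratio to 0, and a rescaling of the listed repeats to a common sum. For limma they also included a filter of 25 CPM in at least 6 of the 12 F1 libraries or 3 of the 5 strains, a fit without trend, a fit without the block, leaving out each strain or pair in turn, and adding *Tf1* and *Tf2* to the *M*-like strains. A filter of 25 CPM in both libraries and the comparison of mothers with fathers over 6 pairs of strains were added after the data were seen.

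The tests were tried on simulated data. With 36 of 148 repeats changed in each of 20 runs, limma recovered 63.3% of 2-fold, 90.8% of 4-fold and 97.5% of 8-fold changes, with 3.82% false among its calls. The 10-fold threshold was tried on 109 repeats with 25 CPM or more in *101(M)*, simulated with counting error only. It called 100.0% at 20-fold and 0% at 5-fold, and 94.5% of the intervals held the true ratio. Variation between libraries was not simulated, nor were repeats lower in *101(M)*, to which most of those called in *101(N)* over *101(M)* belong. Of runs without a change, the sign-flip test called 3.40% and the permutation test 3.33%. siRNAs, genic piRNAs, ping-pong signatures, mRNA levels, ChIP and gonadal atrophy were not analysed here, nor were libraries of strains *160*, *9*, *140* and *Argentina* or crosses of strain *9* with *160*. No genome was used, so reads of related repeats were not placed at loci.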

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

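The tests that weigh explanations in this part were chosen only after the results were seen, while the 10-fold threshold and the limma test were planned.

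Outside the 5 repeats that the paper lists, piRNAs to *993*, *1008*, *640* and *851* were also past 10-fold in *101(N)* over *101(M)*; *1008*, which is not among the repeats the paper discusses, stood at 39.4-fold with an interval (13.4 to 192) far above equal levels. A lower overall repeat level in *101(M)* is argued against as the whole cause for *993*, whose ratio kept a lower bound of 32.1 with the median log2 ratio set to 0. Whether it carried *1008*, *640* and *851* past 10-fold cannot be told. The lower bounds of their plain ratios were then 7.75, 6.13 and 5.09, under 10 but above equal levels. On the scale of CPM + 1, *640* (log2 ratio 3.09) and *851* (2.83) ended under 10-fold, since the shift of 0.79 exceeded their margin. Repeat *1008* (3.39) stayed past it. Before this rescaling the plain ratios were 22.0-fold for *640* and 20.7-fold for *851*. Few reads in *101(M)* are argued against for *993*, *1008* and *640* (smallest lower bound 10.6) and stay open for *851* (8.77). For *640* and *851*, the log2 ratio to the closest of the 5 repeats, *904*, had an SD of at least 1.91 over 19 libraries. This argues only against nearly all of their reads being shared with 1 of the 5. Sharing of part of the reads, or in *101(N)* alone, would also give a large SD and stays open. Repeats *640* and *851* lay closer to each other, with an SD of 0.68. For *993* and *1008* the SD was as low as 0.866, which lies between the bounds set for shared and separate reads. Maternal inheritance of a strain difference remains an open hypothesis, because 1 of the 4 was past 10-fold on the scale of CPM + 1 in dysgenic over reciprocal F1 of *101(N)*: the plain ratio was 13.7-fold for *993* (8.65 to 23.0) and 13.5-fold for *1008* (7.57 to 26.5), against 2.28-fold for *851* and 0.721-fold for *640*.

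Of the 10 repeats that differed between dysgenic and reciprocal F1 in limma, 7 are not among the repeats the paper discusses: *681* (log2 fold change -5.51), *656* (-4.28), *718* (-3.50), *810* (-2.31), *886* (-1.87), *989* (1.30) and *514* (0.61), each going one way in 6 of 6 pairs; *718* lost its call without *140*, *810* without *101(M)*, *140* or *101(N)*, *886* without *13*, *101(M)*, *Magarach* or *101(N)*, and *514* without any 1 pair other than *Argentina* (largest adjusted p from limma over all alternatives 0.084, 0.11, 0.11 and 0.14). Among 32 ways to swap directions within pairs 1 (the real one) gave 10 calls. The highest other gave 8, with the *Argentina* pair swapped. However, *101(M)* and *101(N)* are substrains of 1 strain. With their pairs swapped together there are 16 ways, too few for a share under 0.05. The 100 drawn splits of 6 against 6 libraries (1 with 10 calls, 2 as the highest other) decide nothing. Of these, 95 part fewer than 6 pairs, and a pair that is not parted adds nothing to a comparison within pairs. The 4 others that part all 6 pairs gave 0 calls, but they are themselves swaps within pairs. A scale difference between directions is argued against, because 10 repeats stayed called after rescaling to the median ratio, but reads shared among the lower repeats stay open: the spread of their ratios was at percentile 74.2 of 10000 random sets, which is within the range of such sets, and *718* and *810* kept a steady ratio within each direction (SD of log2 ratio 0.50). A candidate explanation is a low maternal supply of these piRNAs in the partner strains: for the 7 lower repeats the parental library was below the reciprocal F1 in 28 of 28 combinations with the 4 strains measured, against 71.6% of all combinations, and in these strains *681* was at most 0.88 CPM, *656* 2.14, *886* 3.56 and *718* 4.67 CPM, but *Helena* reached 22.4 CPM, *810* 22.2 CPM in *Magarach* (9.07 CPM in its dysgenic F1) and *963* 48.6 CPM in *13* (28.8 CPM in its dysgenic F1), which goes against a low supply for *810* and *963* there. For the 3 higher repeats the parental library was above the reciprocal F1 in 8 of 12 combinations; the lower repeats were picked for a high reciprocal level, which favours this result, and whether strain *160* carries more copies of the lower repeats stays untested.

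In 4 of 23 groups of libraries, 1 library lay far from the others, where chance gives about 1 in 20 groups; the groups are no random draw, since *810* and *741* are among the repeats that passed the test of direction and the paper picked *850* for its high level in *101(N)*, so both shares are not to be compared. The log2 ratio of dysgenic to reciprocal F1 for *Paris* was -1.40 with *Argentina*, against -0.30 to 0.06 with the other partners. For repeat *850* it was 5.86 with *101(N)*, against 0.09 to 2.17. For repeat *810* it was -4.89 with *Magarach*, against -2.35 to -1.01. For repeat *741* it was -0.93 with *Argentina*, against 2.47 to 3.78.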

How the results depend on the processing

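The filter of 25 CPM in both libraries was chosen after seeing the data; the other alternatives were planned. Of 311 recomputed counts, 274 stayed within 1.5 times the reported count and 37 did not. Of 5577 recomputed values of named repeats, 4787 counted as unchanged, 748 moved, 36 lost and 6 gained a call, and 0 of the called values changed direction. A ratio of 2 libraries counted as unchanged if it stayed within its counting interval. A limma value counted as unchanged if its call stayed the same. Its size, and without a call also its sign, could differ, so the 4787 do not measure stable values. The mean direction effects of *Penelope* (-0.32 to -0.19), *Paris* (-0.43 to -0.13), *Polyphemus* (-0.48 to -0.27), *Helena* (-4.52 to -3.84) and *Ulysses* (0.04 to 0.19) kept their sign under both pseudocounts, both rescalings and without each pair, but with 5 pairs the sign-flip test cannot pass, which says nothing about stability. Counts past the line move with the threshold by construction. At 20-fold, 6 repeats (12 at 10-fold) were higher in *Magarach* over *13*, 15 (24) higher and 2 (5) lower in *101(N)* over *13*, and in dysgenic over reciprocal F1 4 (8) were lower with *13*, 1 (3) higher with *140*, 1 (3) lower with *Argentina*, 1 (3) higher with *Magarach* and 4 (11) higher with *101(N)*. At 5-fold, 1 (0) was higher in *Tf1* over *9(w3)* (*689*), 9 (3) lower in *Magarach* over *13*, 10 (5) lower in *101(N)* over *13*, and in F1 3 (0) were higher with *13*, 3 (1) higher and 7 (3) lower with *101(M)*, 5 (3) lower with *140*, 8 (3) lower with *Argentina* and 5 (3) lower with *101(N)*. A pseudocount of 5 CPM left 3 lower in *101(N)* over *13*, 1 lower with *Argentina* and 7 higher with *101(N)*, a filter of 100 CPM also left 7 there, and the median log2 ratio set to 0 left 1 lower with *Argentina*; for these the cause was not tested. With 25 CPM in both libraries, 2 repeats (9) were higher in *101(N)* over *101(M)*, since repeats low in *101(M)* are then not compared. Between directions (3 higher, 7 lower in limma), no filter gave 1 higher and 3 lower and a fit without trend 1 higher. Without the replicate block 0 were higher and 6 lower. Leaving out 1 pair gave 1 to 8 higher and 4 to 8 lower: 8 and 8 without *Argentina*, 1 higher without *101(M)*, *140*, *Magarach* or *101(N)*, and 4 lower without *101(M)*, *140* or *101(N)*. The interaction with cytotype had 0 to 3 higher (3 without *101(M)*), and *N*- against *M*-like strains 0 to 1 (1, *608*, without *101(M)*); where 1 strain or pair is left in a group, it is assumed to vary like the other group. For these fits the cause was not tested. Depth limits low repeats: 3 reads equal 0.993 CPM in the library with the fewest reads.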

Differences from the paper's values

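The filter of 25 CPM in both libraries was chosen only after the values were seen; the other alternatives were set before the data were examined. The paper names 5 repeats with significantly higher piRNA levels in *101(N)* than in *101(M)*. Its Fig 7A marks those past 10-fold, but the text gives no count of them. The count found here was 9, with the paper's 5 among them, at the 10-fold line and with 25 CPM required in at least 1 library. The 9 therefore need not disagree with the paper. Counts within 1.5 times the 5 named repeats were 6 with a pseudocount of 5 CPM, 6 with a filter of 100 CPM, 6 at 20-fold and 7 with the median log2 ratio set to 0. Each of these held the same 5 repeats. Counts further from 5 were 9 with a pseudocount of 0.1 CPM, 9 without a filter, 12 at 5-fold and 9 with the listed repeats rescaled to a common sum. With 25 CPM in both libraries, chosen after seeing the values, the count was 2, which drops 3 of the paper's 5 repeats. For the correlation of both substrains the paper's R is about 0.88 (Fig 7A, read by eye), and the Spearman correlation was 0.943, 0.967 without a filter and 0.938 with a filter of 100 CPM, all of which differ; the paper's R is a Spearman correlation too.

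For the levels in *101(M)*, the paper's values in Fig 7A, read by eye, are about 72 CPM for *315*, about 6.3 CPM for *635*, about 22 CPM for *850*, about 2.8 CPM for *904* and about 2.2 CPM for *931*, and the values found were 32.2, 3.19, 38.9, 1.33 and 0.80 CPM. With the median log2 ratio to *101(N)* set to 0 they were 55.5, 5.50 and 2.29 CPM for *315*, *635* and *904*, which no longer differ, and 67.0 and 1.38 CPM for *850* and *931*, which do. With the listed repeats rescaled to a common sum the values were 201.5, 20.0, 243, 8.32 and 5.01 in the order of the figure values, and all 5 differ. The listed repeats took 16.0% of the reads in *101(M)*, so this rescaling raises every value there and leaves the base of the CPM values. These differences from the figure are therefore largely built in. The lowest depth of a library is the paper's 5, and 3.02 was found, both in units of 1000000 reads; the paper's value counts sequenced small RNAs, and no alternative changes the depth.

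The paper names only *140* and *Magarach* as *N*-strains in which *Paris*-targeting piRNAs were found; *101(N)* had 78.7 CPM, fewer than the 273 CPM of *Magarach* but above the 25 CPM limit, and the paper elsewhere calls *Paris*-related piRNAs low in *101(N)*. The paper states that *Penelope* piRNAs were not evident in *Magarach(N)* and *101(N)*; these had 127 and 226 CPM, the former near the 115 CPM of *13(M)*, and the paper elsewhere notes a small amount of divergent *Penelope* piRNAs in *101*. The paper describes the piRNA levels to HD-implicated TEs as equal in both *101* substrains; *Penelope*, *Paris* and *Polyphemus* were 1.88-fold, 2.04-fold and 2.17-fold in *101(N)* over *101(M)*, near the median of 1.72-fold over all repeats. The paper's text names *934* among the repeats with a similar level in dysgenic F1 and parental *101(N)*. Here *934* was 3.82-fold of the parental level, whereas *931* was 0.649-fold, *635* 0.767-fold and *315* 0.884-fold. These ratios are on the deposited scale, on which the listed repeats took a larger share of the reads in dysgenic F1 than in parental *101(N)*.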

Other observations

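The comparison of mothers with fathers over all pairs of strains was added after the data were seen, with its 3 tests set down before their results; the choice of repeats in the first paragraph was also made after their values were seen.

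Abundant piRNAs of single strains differed widely among the *M*-like libraries. Repeat *734* had 15.0 CPM in strain *13(M)* and 17892 CPM in *9(w3)*, and *Slicemaster* had 22024 CPM in *9(w3)*, 4099 CPM in *13(M)* and 455 CPM in *Magarach(N)*. Repeat *765* had 18864 CPM in *13(M)* and 309 CPM in *101(M)*, and *TART* had 11862 and 798 CPM. In F1, *734* rose to 6274 CPM in dysgenic and 5714 CPM in reciprocal hybrids of *13(M)*, so its level there did not follow the mother's strain. Repeat *850* went the other way in the crosses of *101(M)*, with 38.9 CPM in the parental library, 0.42 CPM (3 reads) in dysgenic and 0.30 CPM (2 reads) in reciprocal F1. Repeat *920* had 191 CPM in *13(M)* and 114 CPM in its dysgenic F1, against 19.9 CPM in the reciprocal F1. Repeat *934* was higher in dysgenic than in reciprocal F1 with *13(M)* (5901 and 1276 CPM), *101(M)* (3204 and 598 CPM) and *Magarach(N)* (3908 and 496 CPM), but lower with *Argentina(N)* (990 and 2273 CPM), and over 6 pairs it did not pass (log2 fold change 1.70, adjusted p = 0.099 from limma, higher in 5 of 6 pairs).

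Whether the effect of cross direction depends on the cytotype of the partner was tested with limma, with 4 *N*-strains and 2 *M*-like strains as partners. Of 148 repeats, 0 passed and 6 had an unadjusted p under 0.05, with a smallest adjusted p = 0.64 from limma for *961* (log2 difference 3.35, SE 0.83). Repeats *608* (2.87), *190* (2.95) and *548* (2.59) went the same way, each being lower in dysgenic F1 with *13(M)* and *101(M)*. Over all 6 pairs, *190* was lower in 5, *608* in 4 and *548* in 2, so a lower level was not confined to the *M*-like partners for *190* and *608*. Without the *101(M)* pair the log2 differences were larger, at 5.09 for *190*, 4.47 for *608* and 4.02 for *548*. They thus rest more on *13(M)* than on *101(M)*, and an effect of strain *13* cannot be told from one of cytotype. With *13(M)* as the lone *M*-like partner, these values set 1 pair against 4. As a set, the 5 repeats of the *101* substrains had a higher dysgenic level with *N*-strains (camera adjusted p = 0.027, median log2 difference 1.84, 0 of 5 passing). The adjusted p was 0.54 with an estimated correlation and 0.48 with fry, and the study picked them on *101(N)*. The other 3 lists had a camera adjusted p = 0.37, with median log2 differences of -0.24, -0.13 and 0.07. For direction alone the 5 repeats had a median log2 fold change of 1.72 with 0 passing. The adjusted p was 0.086 with camera, 0.44 with an estimated correlation and 0.26 with fry. Between *N*- and *M*-like strains their median was 3.26 with 0 passing. There the adjusted p was 0.011 with camera, 0.26 with an estimated correlation and 0.39 with fry. The substrains *101(N)* and *101(M)*, on which they were picked, are in that fit.

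If piRNAs are passed on by the mother, differences between F1 of 2 crosses should follow the difference of the parental strains more closely where the mothers differ than where the fathers do. Over 6 pairs of the strains *13(M)*, *101(M)*, *101(N)* and *Magarach(N)*, the Spearman correlation across repeats was 0.19 to 0.77 for mothers and -0.11 to 0.51 for fathers, and maternal transmission had the higher value in 5 of 6 pairs; the exception was *101(M)* with *Magarach(N)*, at 0.34 and 0.36. Without the repeats past 10-fold between the parental strains it was higher in 5 of 6 pairs, so a few repeats with very large differences stay open as part of the source. With 100 CPM or more it was higher in 6 of 6 pairs, which argues against counting noise of low repeats. Maternal transmission thus remains a hypothesis, since the pairs share 4 strains, *101(M)* and *101(N)* being substrains of 1, each with 1 library, and piRNAs passed on in the egg were not measured.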
